# Imperfect centered miRNA binding sites are common and can mediate repression of target mRNAs

**DOI:** 10.1186/gb-2014-15-3-r51

**Published:** 2014-03-14

**Authors:** Hilary C Martin, Shivangi Wani, Anita L Steptoe, Keerthana Krishnan, Katia Nones, Ehsan Nourbakhsh, Alexander Vlassov, Sean M Grimmond, Nicole Cloonan

## Abstract

**Background:**

MicroRNAs (miRNAs) bind to mRNAs and target them for translational inhibition or transcriptional degradation. It is thought that most miRNA-mRNA interactions involve the seed region at the 5′ end of the miRNA. The importance of seed sites is supported by experimental evidence, although there is growing interest in interactions mediated by the central region of the miRNA, termed centered sites. To investigate the prevalence of these interactions, we apply a biotin pull-down method to determine the direct targets of ten human miRNAs, including four isomiRs that share centered sites, but not seeds, with their canonical partner miRNAs.

**Results:**

We confirm that miRNAs and their isomiRs can interact with hundreds of mRNAs, and that imperfect centered sites are common mediators of miRNA-mRNA interactions. We experimentally demonstrate that these sites can repress mRNA activity, typically through translational repression, and are enriched in regions of the transcriptome bound by AGO. Finally, we show that the identification of imperfect centered sites is unlikely to be an artifact of our protocol caused by the biotinylation of the miRNA. However, the fact that there was a slight bias against seed sites in our protocol may have inflated the apparent prevalence of centered site-mediated interactions.

**Conclusions:**

Our results suggest that centered site-mediated interactions are much more frequent than previously thought. This may explain the evolutionary conservation of the central region of miRNAs, and has significant implications for decoding miRNA-regulated genetic networks, and for predicting the functional effect of variants that do not alter protein sequence.

## Background

MicroRNAs (miRNAs) are small non-coding RNAs (approximately 22 nucleotides) that regulate the expression of protein-coding genes in association with the RNA-induced silencing complex (RISC). They are present in most eukaryotic cells, have been predicted to affect the expression of over 60% of mammalian genes [1], and have been implicated in multiple cellular processes and human diseases. They can repress their targets via several mechanisms: preventing translation initiation or elongation, directing mRNA cleavage, and prompting mRNA decay [2]. It was thought that miRNA-mRNA interactions almost always involved contiguous and perfect Watson-Crick base-pairing between the miRNA 'seed region' and the mRNA target [3], and that binding outside the seed served to augment imperfect seed binding [3].

The attractive simplicity of using nucleotide complementarity to identify mRNA targets has given rise to many bioinformatics tools. These are based (to differing extents) on complementarity to the seed, evolutionary conservation, and free energy of binding [4]. The presence of canonical seed sites (in the absence of other more extensive complementarity to the miRNA) is by far the most discriminatory feature for target prediction [5], and incorporation of other modes of binding dramatically reduces the accuracy of these programs [6,7]. However, results from our lab [8] and others [6,9,10] suggest that even the best algorithms have false positive rates of 20 to 40%, and any non-seed interactions will be absent from these predictions. In order to comprehensively understand the cohort of direct miRNA targets, unbiased transcriptome-wide experimental methods are needed.

A common experimental approach to determining miRNA targets has been to transfect cells with an exogenous miRNA or knock down an endogenous one and measure the resulting change in mRNA or protein levels of each gene [6,7]. This approach is problematic because many of the effects observed may be due to changes in the levels of transcription factors that are targeted by the miRNA, rather than being direct consequences of miRNA binding [8]. Sequencing-based methods such as high-throughput sequencing of RNAs isolated by crosslinking immunoprecipitation (HITS-CLIP) and photoactivatable-ribonucleoside-enhanced crosslinking and immunoprecipitation (PAR-CLIP) [11,12] identify fragments of mRNA bound by Argonaute proteins (usually AGO2) and a pool of miRNAs, and infer the interactions between them bioinformatically (Figure 1A). This approach is an excellent tool to understand the genome-wide occupancy of RISCs, but is not suitable for the comparative evaluation of sites between closely related miRNAs, since it does not retain the information about which miRNAs are bound to which sites. An alternative approach is to transfect cells with a synthetic biotinylated miRNA, perform streptavidin purification, and profile the captured mRNA population via microarray or sequencing (Figure 1B) [13-18]. Although the introduction of a synthetic molecule into a cellular system is not ideal, this approach provides high-quality data for the inference of binding sites for single miRNAs, and provides the opportunity to measure target affinity between very closely related miRNAs, even those with a single nucleotide difference [13].

**Figure 1:**
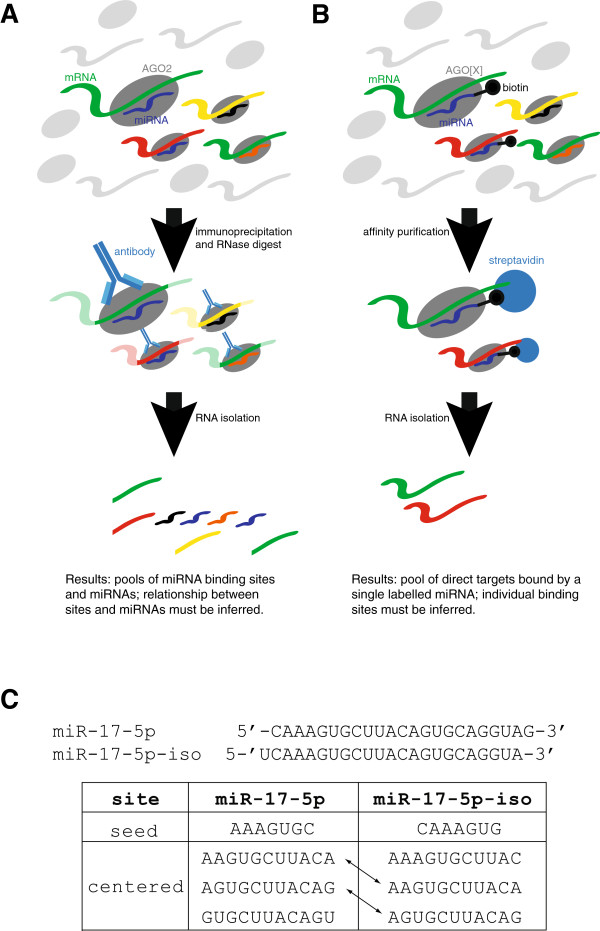
**Methods for ascertaining miRNA targets. (A)** In the HITS-CLIP method [11], RISC is pulled down using an antibody against AGO2. RNAse digestion then reduces the full length mRNA targets to short fragments that can be sequenced along with the miRNAs using high-throughput sequencing. This method uncovers RISC occupancy on individual transcripts and therefore captures the binding sites, but it cannot directly link them to a particular miRNA. This information must be inferred from the pool of miRNAs present. **(B)** In this study we employed a biotin pull-down method [13], in which a synthetic biotinylated miRNA is transfected into cells, integrates into RISC, and is then pulled down using streptavidin beads. The associated mRNAs are then profiled by microarray or RNAseq. This method does not reveal the exact miRNA binding sites, but it does preserve the relationship between the miRNA and its targets, allowing the exploration of closely related miRNA species. **(C)** We examined four shifted isomiRs and their canonical partners, which have different seed sites but share centered sites (defined as 11 bp starting at position 3, 4 or 5). miR-17-5p and its isomiR are illustrated here.

While most experimental effort has been directed at verifying seed-based interactions, non-seed based interactions have also been demonstrated, albeit far less frequently [3,7,19,20]. The most common variations appear to be 'seed-like' with mismatches or wobble in positions 5, 6, and 7 [20], and 'G-bulge' sites, in which the mRNA nucleotide that would normally pair with position 6 of the miRNA is bulged out of the interaction [19]. The strong evolutionary conservation of the central region of miRNAs [7] prompted a successful search for 'centered site'-mediated miRNA activity, demonstrating that 11 nucleotides of perfect complementarity starting at position 3, 4 or 5 could inhibit mRNA translation [21]. However, these centered sites were found only occasionally within the human transcriptome, similar in frequency to the 3′ supplementary and 3′ complementary sites that together account for <10% of interactions [3]. It remains an open question as to why the central region of miRNAs is strongly conserved; it may be driven by miRNA-mRNA interactions and/or by miRNA biogenesis. We hypothesized that imperfect centered sites could mediate miRNA-mRNA interactions, and that they are more commonly used than results from degradome sequencing would suggest. To test this hypothesis, we employed the biotin pull-down approach [13] to identify the direct miRNA targets for 10 carefully selected miRNAs (Table S1 in Additional file 1). We included two closely related miRNAs, miR-10a and miR-10b, which share identical seed sites, but differ by a single nucleotide in the center region. We also included four shifted isomiRs, which are miRNAs produced from the same pre-miRNA as the 'canonical' mature miRNA, but differing in 5′ and/or 3′ end cleavage [13,22]. These isomiRs provide an ideal naturally occurring biological control, as the centered sites are shared between a miRNA and its isomiR, whilst the seed sites differ (Figure 1C). We show that imperfect-centered sites are common mediators of mRNA interactions, a finding that may explain the evolutionary conservation of the central region of miRNAs, and that will be important for decoding miRNA-regulated genetic networks.

## Results

### Biotin pull-downs identify hundreds of miRNA-mRNA interactions

To identify direct miRNA targets, we transfected 4 × 10^6^ HEK293T cells with 200 pmols synthetic biotinylated miRNA duplexes (Table S1 in Additional file 1). This very low ratio of duplex to cells was critical to avoid some of the problems with introducing an exogenous molecule on miRNA-mRNA stoichiometry, and we confirmed that transfection at this level made no substantial alterations to endogenous transcriptional networks (Figure S1A in Additional file 2). 

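HEK293T cells, an established human embryonic kidney line, were transfected with 200 pmol of a biotinylated miRNA duplex and harvested after 24 h. The 13 libraries used here are pull-downs of 5 duplexes: miR-17-5p, miR-17-5p-iso and miR-27a with 3 replicates each, and miR-23b and miR-182-iso with 2 replicates each. The isomiRs (iso) are variants of the canonical miRNA with a shifted 5′ end, and so with a different seed. Each value is the signal of a bead array probe for captured mRNA, which the authors had processed with the lumi package (version 2.2.1) by background adjustment, variance-stabilizing transformation and robust spline normalization. The resulting scale is close to log2 for bright probes and compressed for dim ones. Values ran from 7.42 to 15.5, and the library medians from 8.53 to 8.60. The table holds 12007 probes, of which 10444 have 1 gene symbol, and covers 8378 genes. No mock-transfected control is among these 13 libraries, so the mRNA captured with each duplex was compared with that captured with the unrelated duplexes, each miRNA family weighted equally, so that miR-17-5p and its isomiR share 1 weight. The comparator held 7 libraries for miR-17-5p and for its isomiR, 10 for miR-27a and 11 for miR-23b and for miR-182-iso; the canonical miRNA or isomiR of the same family was left out of it. A positive log2 difference therefore means more capture than with the other duplexes, an mRNA captured equally by all 5 duplexes shows no difference, and a negative difference can come from strong capture with 1 of the other duplexes. One limma model was fitted to all 13 libraries, with two-sided tests, and a probe was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 over all probes. A gene with several probes is represented by the probe with the highest mean signal. The comparisons, the gene lists, the rule for the genes named and most alternative settings were chosen before the data were examined. Nothing in the sources used here says whether the replicates came from separate cultures, so the p-values measure only the spread between these libraries, and the number of arrays limits the precision.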

We then performed streptavidin purifications, and profiled the captured mRNA population via microarrays. At a 5% false discovery rate (FDR; see Materials and methods), between 963 (miR-10b-iso) and 2,261 (miR-182) microarray probes detected significantly higher expression in the biotin pull-down samples than in the mock-transfected controls (Table 1). 

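In the miR-17-5p pull-down, the mRNA of GSTM1, a glutathione S-transferase, was captured more than in the unrelated pull-downs. Its probe (ILMN_2391861) had a mean of 11.91 ± 0.39 (SD, n = 3) against 9.08, a log2 difference of 2.83 (standard error 0.16, adjusted p = 6.07e-05 from limma). GSTM2, whose close similarity to GSTM1 leaves open which mRNA each probe read, had a log2 difference of 2.75. TECR, a reductase of fatty acid elongation, was 2.59 higher, TRAPPC1, of a vesicle tethering complex, 2.36, PPIH, a cyclophilin of the spliceosome, 2.25, APEX1, an endonuclease of base excision repair, 2.23, and TMSB10, which binds actin monomers, 1.99 on the log2 scale. GALNT11, a glycosyltransferase, was lower, with a log2 difference of -1.10 (standard error 0.18, adjusted p = 0.00551). In the miR-17-5p-iso pull-down, the chromatin protein MORF4L2 (ILMN_1666156) had a mean of 14.68 ± 0.38 (SD, n = 3) against 10.73, a log2 difference of 3.95 (standard error 0.45, adjusted p = 0.000680). ZNF518A, a zinc finger protein, was 3.12 higher (standard error 0.16, adjusted p = 1.54e-05), TBC1D9 3.53, the transcription coactivator SUB1 2.94, ZNFX1 2.88, SZRD1 2.75 and LSM3, which binds U6 snRNA, 2.55. KLHL8, an adaptor of a ubiquitin ligase, was lower, at -1.36. Of 51 measured genes of nuclear-encoded oxidative phosphorylation (62 listed), 11 were higher and 2 lower with miR-17-5p (11 and 3 adjusted over the list alone), among them COX5B at 2.78, COX6B1 at 2.12 and UQCRQ at 1.43, subunits of respiratory complexes, and ATP5PO, of the ATP synthase, at -1.41. The list as a whole did not pass in camera with its preset correlation of 0.01 (adjusted p = 0.116). With the isomiR, 4 of the 51 were higher and 1 lower (5 and 1 adjusted over the list alone), with COX5B at 2.54 and UQCRQ at 1.23; camera's adjusted p was 0.726, upward, while the median of the list was -0.06. Of 18 measured apoptosis genes (24 listed), 4 were lower with miR-17-5p and the other 14 did not pass (4 lower adjusted over the list alone), with the anti-apoptotic BCL2L1 at -0.81 and the death receptor adaptor FADD at -0.66. With the isomiR 1 was higher and 2 were lower (2 and 3 adjusted over the list alone), and FADD was at -0.80. Of 23 measured genes of G1/S control (26 listed), 1 was higher and 1 lower with miR-17-5p, and the same counts held adjusted over the list alone; the lower one was CDK4, at -0.67. With the isomiR 2 were higher (2 higher and 2 lower adjusted over the list alone), the cell cycle inhibitors WEE1 at 1.55 and CDKN1A at 1.54. Of 15 measured genes of PI3K/AKT signaling (23 listed), 3 were higher and 1 lower with the isomiR (4 and 1 adjusted over the list alone), including the AKT phosphatase PHLPP1 at 0.76. Of 65 measured ribosomal protein genes (75 listed), 3 were higher and 1 lower with miR-17-5p, and 4 were higher with the isomiR, counts that were the same adjusted over the list alone. In total, 641 probes (487 of 8378 genes) were higher and 542 (411 genes) lower with miR-17-5p, and 614 probes (458 genes) higher and 329 (262 genes) lower with the isomiR. The miR-17-5p count of 641 was 292 without miR-17-5p replicate 3, 422 without miR-23b replicate 1 and 417 with all other pull-downs as comparator, and the isomiR's count of 614 was 312 without miR-17-5p-iso replicate 3; at an adjusted p under 0.01 the counts were 242 and 302. The oxidative phosphorylation list passed camera for miR-17-5p with all other pull-downs as comparator (adjusted p = 0.0446), without miR-17-5p replicate 3 (0.0470) and without the miR-182-iso libraries (0.000499), and for the isomiR without the miR-182-iso libraries (0.0213), as did the ribosomal protein list for the isomiR (0.0296, against 0.302 with them), but over all libraries no list passed in any comparison when camera estimated the correlation between genes.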

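In the miR-27a pull-down, the ETS transcription factor ELF1 (ILMN_1664010) had a mean of 12.26 ± 0.36 (SD, n = 3) against 9.19 in the unrelated pull-downs, a log2 difference of 3.06 (standard error 0.14, adjusted p = 4.25e-06 from limma). GTF2H5 (ILMN_1739497), a subunit of the transcription and repair factor TFIIH, had 13.80 ± 0.19 (SD, n = 3) against 10.81, a difference of 2.99 (standard error 0.13, adjusted p = 4.23e-06). INTS12, of the Integrator complex, was 2.92 higher, MAIP1, a protein of the mitochondrial matrix, 2.87, the splicing factor SF3B4 2.53, the lysosomal transporter SLC46A3 2.43, TJP1, which builds tight junctions, 2.39 and the microtubule depolymerase KIF2A 2.28 on the log2 scale. The mitotic kinase AURKB was lower, with a log2 difference of -1.71, as were the glycolytic enzyme TPI1 at -1.63 and the tubulin TUBB4B at -1.59. In the miR-23b pull-down, PXMP2 (ILMN_1799015), a channel of the peroxisomal membrane, had a mean of 11.65 ± 0.20 (SD, n = 2) against 9.20, a log2 difference of 2.44 (standard error 0.19, adjusted p = 0.000252). C15orf61 was 2.32 higher, the translation initiation factor EIF2D 2.26, EPN1, of endocytosis, 2.07 and the small nucleolar RNA SNORA64 1.94. Of the 51 measured genes of oxidative phosphorylation, 24 were lower and 2 higher with miR-27a (25 and 2 adjusted over the list alone), including COX6B1 at -1.68 and UQCRQ at -1.25. The list's median was -0.50 and camera's adjusted p was 0.000308, but the adjusted p = 0.702 with an estimated correlation. With miR-23b 6 were lower and 1 higher (8 and 2 adjusted over the list alone), including COX5A at -1.25, and camera's adjusted p was 0.152. Of the 65 ribosomal protein genes, 18 were lower and 1 higher with miR-27a, over all probes and adjusted over the list alone, with a median of -0.37; camera gave an adjusted p = 0.0116 with the preset correlation and an adjusted p = 0.736 with an estimated correlation. Of 20 measured genes of RAS/MAPK signaling (36 listed), 8 were higher and 1 lower with miR-27a (8 and 2 adjusted over the list alone; camera's adjusted p = 0.114), including the kinase MAP3K1 at 0.92. Of 14 measured genes of TGFβ/BMP signaling (25 listed), 5 were higher and 1 lower with miR-27a (6 and 2 adjusted over the list alone), including the receptor ACVR1 at 1.04 and the effector SMAD4 at 0.64. In total, 1830 probes (1433 of 8378 genes) were higher and 1816 (1412 genes) lower with miR-27a. With miR-23b 710 probes (559 genes) were higher and 360 (272 genes) lower. The miR-23b count of 710 was 32 without miR-23b replicate 1, 48 without replicate 2, 369 without miR-182-iso replicate 2, 378 without both miR-182-iso libraries and 112 at an adjusted p under 0.01; the miR-27a count of 1830 was 1117 without miR-27a replicate 1, 845 without the miR-182-iso libraries and 831 at an adjusted p under 0.01. Without miR-27a replicate 1, the ribosomal protein list had an adjusted p of 0.338 in camera, and without miR-27a replicate 1 the miR-23b oxidative phosphorylation list passed (adjusted p = 0.0446), against an adjusted p = 0.976 with an estimated correlation over all libraries.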

The distribution of fold-changes observed for each miRNA duplex is plotted in Additional file 3. We considered the Ensembl (V62) transcripts with exact matches to these probes to be putative targets of the miRNA, identifying an average of 1,572 target genes per miRNA (Table 1). These numbers correspond well to those obtained by other experimental approaches [12,23,24].

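In the miR-182-iso pull-down, 1415 genes were represented by a probe that was higher than in the unrelated pull-downs and 1449 by one that was lower, out of 8378 genes tested with limma. UQCC2 (ILMN_1790461), an assembly factor of respiratory complex III, had a mean of 13.28 ± 0.13 (SD, n = 2) against 9.95, a log2 difference of 3.33 (standard error 0.21, adjusted p = 1.16e-05). The ribosomal protein RPS26 (ILMN_2209027) was at 13.77 ± 0.49 (SD, n = 2) against 10.08, a difference of 3.69 (standard error 0.39, adjusted p = 0.000234), although its other probe gave 1.13 and near-identical copies such as RPS26P11, at 3.03, leave open which RNA was read. RIDA was 3.24 higher, the ceramide synthase CERS5 3.06, the DNA polymerase subunit POLD1 2.80, the Mediator subunit MED24 2.77, TMED9, which sorts cargo between the ER and the Golgi, 2.75, the proteasome subunit PSMB3 2.74 and THOC3, of mRNA export, 2.66 on the log2 scale. CCBE1 was lower, with a log2 difference of -2.65, as were SZRD1 at -2.62, the kinetochore protein MIS12 at -2.59 and ARPP19, an inhibitor of the phosphatase PP2A, at -2.56. ARL16, a small GTPase, was at -2.45 by 1 probe and at 0.03 by another, which did not pass (adjusted p = 0.922). Of the 51 measured genes of oxidative phosphorylation, 23 were higher and 1 lower, over all probes and adjusted over the list alone, with a median of 0.56 and, among the higher ones, ATP5F1A at 1.82 and ATP5MC1 at 1.66, both of the ATP synthase. Camera gave the list an adjusted p = 1.81e-05 with the preset correlation and an adjusted p = 0.464 with an estimated correlation. Of the 65 ribosomal protein genes, 15 were higher and 5 lower, over all probes and adjusted over the list alone, including RPL29 at 2.15 and RPS7 at 1.97, with a median of 0.34 and an adjusted p of 0.148 in camera. Of the 20 genes of RAS/MAPK signaling, 7 were lower and the other 13 did not pass (9 lower and 1 higher adjusted over the list alone; camera's adjusted p = 0.148), including the stress kinase MAPK8 at -1.02. Of the 18 apoptosis genes, 3 were higher and 2 lower, over all probes and adjusted over the list alone, with BAX at 0.92, BCL2L1 at 0.69, PMAIP1 at -1.84 and BID at -0.63, regulators of mitochondrial permeability. These 2 libraries stand apart from the other 11: they joined them last in the clustering, at a height of 0.107. The 2045 probes that were higher numbered 673 without miR-182-iso replicate 2, 1098 among probes with a mean of at least the median probe's, a setting chosen after seeing the data, and 1116 at an adjusted p under 0.01.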

**Table 1:** Number of inferred targets for each miRNA tested

**miRNA**	**Probes**	**Transcripts**	**Genes**
*miR-10a*	2,206	5,963	1,887
*miR-10a-iso*	1,648	4,211	1,468
*miR-10b*	1,588	3,940	1,365
*miR-10b-iso*	963	2,235	889
*miR-17-5p*	1,223	2,862	1,137
*miR-17-5p-iso*	1,656	3,731	1,461
*miR-182*	2,261	6,423	2,008
*miR-182-iso*	1,569	4,316	1,444
*miR-23b*	2,248	5,383	1,990
*miR-27a*	2,334	5,310	2,069

Probes: number of probes significantly enriched in pull-downs compared to controls (5% FDR). Transcripts: number of transcripts to which those probes map exactly. Genes: number of genes from which those transcripts originate.

### Predicted and validated targets are significantly enriched in the biotin pull-downs

Luciferase assays are usually considered to be the ‘gold standard’ for validating miRNA-mRNA interactions. We examined the concordance between our biotin pull-down results and miRNA targets that have been confirmed by luciferase assays in the literature (Table S2 in Additional file 1). We excluded genes that were not targeted by an Illumina microarray probe (and therefore could not be detected by our biotin pull-down) or that were not expressed in HEK293T cells, leaving 93 genes for this analysis. 

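The mRNA of reporter-tested targets was read in the pull-down of its own miRNA. No library of canonical miR-182 is among these samples, so miR-182 targets were read in the miR-182-iso pull-down. They are counted below as read in their own pull-down, although the isomiR has a different seed. Of 59 measured targets, 6 were higher in their own pull-down (10.2%, exact 95% interval 3.82 to 20.8%), against 11.6% of the other genes in the same pull-downs. The Mantel-Haenszel odds ratio over the 4 lists was 1.05 (95% interval 0.365 to 2.50; exact one-sided p = 0.519). The target lists come from earlier studies and were not chosen on these samples. In the miR-27a pull-down, 8 of 21 miR-23b targets, 4 of 10 miR-182 targets and 6 of 19 miR-17-5p targets were higher, against 17.1% of other genes. Among the 16 pairs of a list with another pull-down only that of miR-23b targets had a one-sided p under 0.05 in Fisher's exact test (0.0180, unadjusted). The lists were not tested against each other, and they overlap. Both miR-27a targets that were higher are counted there too, SPRY2 as a miR-23b target and FOXO1 as a miR-182 target. With miR-27a, 2 of 9 measured targets were higher and 2 lower (2 higher and 3 lower adjusted over the list alone): SPRY2, a feedback inhibitor of receptor tyrosine kinase signaling, at a log2 difference of 0.84 (adjusted p = 0.0268 from limma) and the transcription factor FOXO1 at 0.45 (adjusted p = 0.0216). PHB1, a mitochondrial inner membrane protein, was lower at -0.67 (adjusted p = 0.00133). With miR-182-iso, 3 of 10 were higher and 3 lower (3 higher and 4 lower adjusted over the list alone). The paper calls 1 of the 3 higher ones not enriched, but in the pull-down of canonical miR-182. With miR-17-5p, 1 of 19 was higher and 1 lower, over all probes and adjusted over the list alone; the transcription factor STAT3 was at 0.66 (adjusted p = 0.0880). With miR-23b, 0 of 21 passed in limma (0 adjusted over the list alone) and 5 had an unadjusted p under 0.05, 3 with a positive and 2 with a negative difference; the kinase PAK2, at 0.90, lay next to the threshold (adjusted p = 0.0501). The odds ratio was under 1 with the replicate block (share 8.47%), at an adjusted p under 0.01 (0%), among the brighter probes (11.9%), without both miR-182-iso libraries (2.04%) and without 1 of 9 libraries: miR-17-5p replicate 3 (6.78%), miR-17-5p-iso replicate 1 (8.47%), 2 (8.47%) or 3 (6.78%), miR-23b replicate 1 (3.39%) or 2 (5.08%), miR-27a replicate 3 (3.39%) or miR-182-iso replicate 1 (5.08%) or 2 (3.39%). SPRY2 did not pass without miR-23b replicate 1 (0.85, adjusted p = 0.0506), miR-23b replicate 2 (0.83, adjusted p = 0.0552), miR-27a replicate 1 (0.67, adjusted p = 0.122), miR-27a replicate 3 (0.80, adjusted p = 0.0853), miR-182-iso replicate 1 (0.78, adjusted p = 0.0556) or both miR-182-iso libraries (0.60, adjusted p = 0.155), and FOXO1 not without miR-27a replicate 3 (0.35, adjusted p = 0.0973) or both miR-182-iso libraries (0.37, adjusted p = 0.103). PAK2 passed with all other pull-downs as comparator (0.97, adjusted p = 0.0364), without miR-17-5p replicate 1 (0.85, adjusted p = 0.0239), replicate 2 (0.94, adjusted p = 0.0243) or miR-182-iso replicate 1 (0.99, adjusted p = 0.0497) and among the brighter probes (adjusted p = 0.0268), and STAT3 without miR-17-5p replicate 2 (0.95, adjusted p = 0.0113).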

Forty-three previously validated targets were enriched by biotin pull-downs (Table S2 in Additional file 1) in HEK293T cells, which was significantly more than expected by chance (Table S3 in Additional file 1; Fisher’s exact test (FET), *P*-value <1.01 × 10^-12^). Interestingly, a lower proportion of targets validated in non-HEK cell lines were confirmed by our biotin pull-down (43.2%) than targets validated in HEK cell lines (51.4%), suggesting that cell type-specific factors can lower the concordance between orthogonal validation methods.

As a second control, we examined the number of bioinformatically predicted targets in our biotin pull-downs. Although bioinformatic predictions have many false positives (and an as yet undefined level of false negatives) [6,8-10], we would still expect to see an enrichment for predicted targets in each of our biotin pull-downs. Importantly, predictions can be made for the isomiRs used in this study, for which very few luciferase assays (or other experimental validation of targets) have been performed. We used TargetScan [1] to predict targets for each miRNA and isomiR, and compared each list to the significantly enriched genes in the corresponding pull-down. In each case, we observed an enrichment of TargetScan-predicted genes in the pull-down fraction (Figure 2A; Figure S1B,C in Additional file 2), and the overlap was significantly more than expected by chance (Table S3 in Additional file 1; FET, *P* < 9 × 10^-180^). 

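DYNLT1, a light chain of the dynein motor, was captured more with miR-17-5p than with the unrelated duplexes, at 12.69 ± 0.32 (SD, n = 3) against 10.00, a log2 difference of 2.69 (standard error 0.21, adjusted p = 0.000287 from limma). With miR-17-5p-iso it was at 13.55 ± 0.53 (SD, n = 3), a difference of 3.55 (adjusted p = 3.23e-05). AKT1, a kinase of growth factor signaling, had a difference of 0.42 (standard error 0.27, adjusted p = 0.373) with miR-17-5p, and APH1A, a subunit of γ-secretase, -0.05 (standard error 0.28, adjusted p = 0.947). With miR-27a, CNOT7, a deadenylase of the CCR4-NOT complex, was 1.15 higher (standard error 0.17, adjusted p = 0.00181) and the transcription factor LEF1 0.49 higher (standard error 0.08, adjusted p = 0.00213). The transcription factors E2F6, at 0.79 (standard error 0.20, adjusted p = 0.0151), and CREB1, at 0.71 (standard error 0.20, adjusted p = 0.0236), were higher too, although another CREB1 probe gave 0.35 and did not pass (adjusted p = 0.184). HOXA10 had no probe in the table. These genes were taken from the enriched probes of these same samples, so their counts are not independent evidence of direction. Of the 3 miR-17-5p genes 1 was higher (1 adjusted over the list alone; camera's adjusted p = 0.119), and with the isomiR 1 was higher (2 adjusted over the list alone), with camera's adjusted p = 0.0221 and an adjusted p = 0.610 with an estimated correlation. All 4 measured miR-27a genes were higher with miR-27a (4 adjusted over the list alone; camera's adjusted p = 0.0116, and adjusted p = 0.622 with an estimated correlation), and in the miR-182-iso pull-down 3 of the 4 were lower (4 adjusted over the list alone; camera's adjusted p = 0.0337, and adjusted p = 0.464 with an estimated correlation). E2F6 did not pass without miR-27a replicate 1 (0.70, adjusted p = 0.0686) or the miR-182-iso libraries (0.66, adjusted p = 0.0554), nor CREB1 without miR-23b replicate 1 (0.67, adjusted p = 0.0543), miR-27a replicate 1 (0.70, adjusted p = 0.0775), miR-27a replicate 2 (0.66, adjusted p = 0.0810) or the miR-182-iso libraries (0.45, adjusted p = 0.123). The isomiR's list call ended without miR-17-5p-iso replicate 1 (adjusted p = 0.103), miR-27a replicate 2 (0.0500) or miR-182-iso replicate 2 (0.0589) and without both miR-182-iso libraries (0.0786), and the miR-182-iso list call with the replicate block (0.0587), without miR-27a replicate 2 (0.0521) or miR-182-iso replicate 2 (0.0791) and among the brighter probes (0.101).

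**Figure D1:**
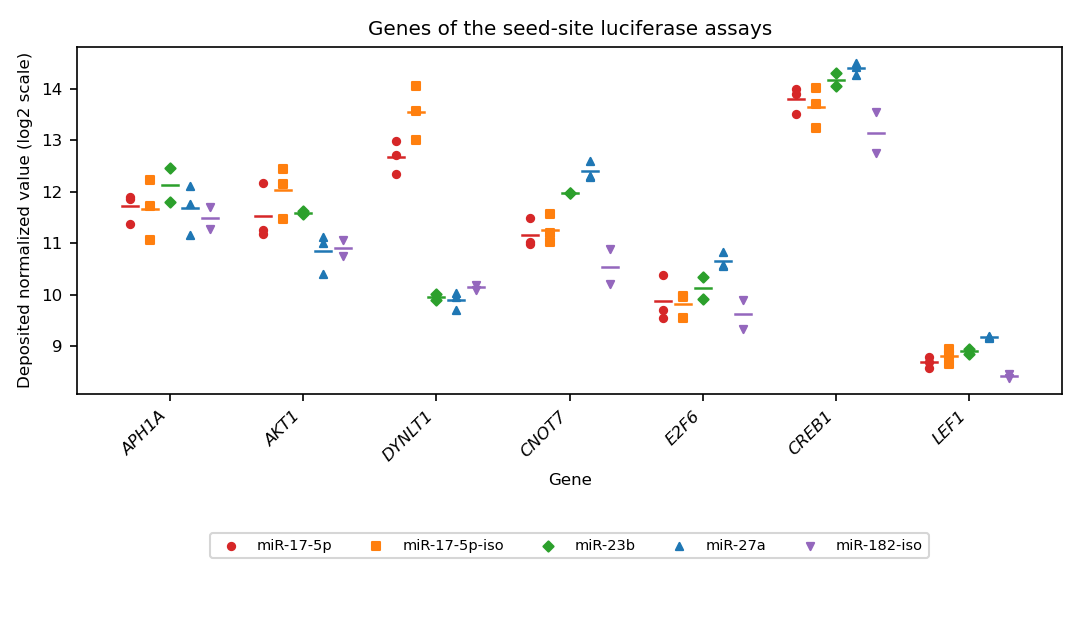
Normalized array values (y axis, VST scale close to log2) of 7 genes tested by luciferase assay for seed sites, with genes on the x axis and pull-downs by color and marker; points are libraries and short lines the group means. DYNLT1 lies highest in the miR-17-5p and miR-17-5p-iso pull-downs, and CNOT7, E2F6, CREB1 and LEF1 have their highest mean with miR-27a.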

We selected eight previously untested targets of miR-17-5p (3) and miR-27a (5) for experimental validation using luciferase assays. TargetScan-predicted binding sites were cloned into the 3′ UTR of a luciferase reporter construct, and co-transfected into HEK293T cells with either their predicted miRNA mimic or a control mimic. We found that seven of eight target sites had significantly (*P* ≤ 0.05) reduced luciferase activity in the presence of a miRNA mimic compared to the control mimic (Figure 2B). As the rate of validation seen here (87.5%) greatly exceeds the validation rate of TargetScan predictions alone (39%) [8], this provides substantial experimental evidence that the biotin pull-downs are enriching for genuine and direct targets of the miRNAs.

**Figure 2:**
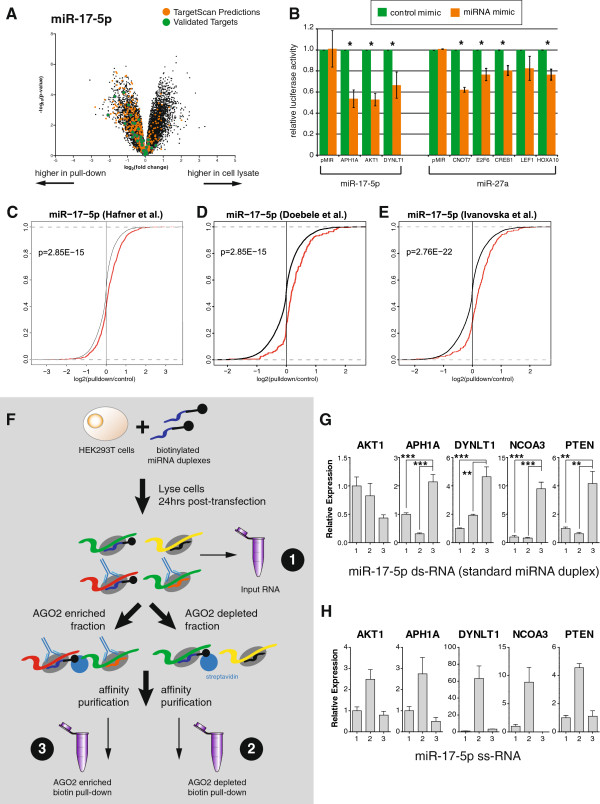
**Biotin pull-downs identify *bone fide *miRNA targets. (A)** Volcano plot showing the significance of the difference in expression between the miR-17-5p pull-down and the mock-transfected control, for all transcripts expressed in HEK293T cells. Both targets predicted by TargetScan or validated previously via luciferase assay were significantly enriched in the pull-down compared to the controls. **(B)** Results from luciferase assays on previously untested targets predicted using TargetScan and uncovered using the biotin pull-down. The plot indicates mean luciferase activity from either the empty plasmid or from pMIR containing a miRNA binding site in the 3′ UTR, relative to a negative control. Asterisks indicate a significant reduction in luciferase activity (one-sided *t*-test; *P* < 0.05) and error bars the standard error of the mean over three replicates. **(C-E)** Targets identified through PAR-CLIP or through miRNA over-expression studies show greater enrichment in the pull-down. Cumulative distribution of log fold-change in the pull-down for transcripts identified as targets by the indicated miRNA over-expression study or not. Red, canonical transcripts found to be miR-17-5p targets in the indicated study (Table S5 in Additional file 1); black, all other canonical transcripts; *p*, one-sided *P*-value from Kolmogorov-Smirnov test for a difference in distributions. **(F)** To confirm that our results were dependent on RISC association, cells were transfected with either single or double-stranded synthetic miRNAs, then subjected to AGO2 immunoprecipitation. The biotin pull-down was performed in the AGO2-enriched and AGO2-depleted fractions. **(G-H)** Quantitative RT-PCR revealed that, with double-stranded (ds) miRNA **(G)**, four out of five known targets were enriched relative to input mRNA (*P ≤ 0.05, **P < 0.01, ***P < 0.001) in the AGO2-enriched but not in the AGO2-depleted fractions, but this enrichment was not seen for the cells transfected with a single-stranded (ss) miRNA **(H)**. The numbers on the x-axis correspond to those in Figure 2**F**. Error bars represent the standard error of mean (sem).

As a third control, we compared the biotin pull-down results to those obtained using both PAR-CLIP [12] and miR-17-5p over-expression studies [23,24]. The PAR-CLIP experiment was conducted in HEK293 cells, which differs from the HEK293T cells used in our experiments by the exogenous expression of the SV40 large T antigen. This protein binds to and inactivates the p53 transcription factor [25], so the gene expression patterns between these cell lines differ. The over-expression experiments were also performed in very different cell lines (human umbilical vein endothelial cells (HUVECs) [23] and HCT116 cells [24]), and therefore we do not expect a perfect overlap between the targets detected between these orthogonal methods. By comparing the distribution of the miR-17-5p fold-change observed in this study between the transcripts that were detected as targets in previous studies and those that were not, we observed a significantly greater fold-change in the corresponding biotin pull-down in the former class (Figure 2C-E; Additional file 4; Kolmogorov-Smirnov tests, *P*-values from 1 × 10^-2^ to 1 × 10^-22^). Additionally, the overlaps between our inferred miRNA target sets and those deduced from the other studies were significantly greater than expected by chance (Table S3 in Additional file 1; FET, *P*-values from 4.68 × 10^-2^ to 5.17 × 10^-20^), although the enrichment was modest (odds ratio (OR) = 1.85; 95% confidence interval (CI) 1.7 to 2.1). Finally, although biotin-labeled miRNAs have been previously shown to incorporate into RISC [17], we wanted to be sure that our results were dependent on RISC association, and not due to cytoplasmic binding of free biotin-labeled miRNAs. To test this, we performed a hybrid AGO immune-precipitation and biotin pull-down (Figure 2F). HEK293T cells were transfected with either a standard biotinylated, double-stranded miR-17-5p miRNA duplex, or with a biotinylated single-stranded miR-17-5p sequence. Cells were lysed and subject to AGO immune-precipitation, creating an AGO2 enriched and AGO2-depleted fraction. Each fraction was then subject to a biotin pull-down, and the relative enrichment compared to input RNA (Figure 2F) was measured by quantitative RT-PCR (qRT-PCR). We specifically assessed the levels of the three novel seed sites identified above (Figure 2B) and two previously validated miRNA binding sites [8]. As endogenous RISC loading preferentially requires double-stranded miRNA duplexes [26,27], we would expect double-stranded but not single-stranded molecules to enrich for targets in an AGO2 precipitation. Four of five targets were found to be enriched in the AGO2 enriched fraction when a double-stranded molecule was used (Figure 2G), and but not when a single-stranded molecule was used (Figure 2H). This, when considered along with the data presented above, confirms that the biotin pull-down is consistently enriching for genuine targets of miRNAs, although we do not know if or how these interactions result in target repression.

### Biotin pull-downs are less likely to enrich for destabilized mRNAs, but have low rates of false positive target identification

If we are to use the biotin pull-downs to characterize non-seed site interactions, then it is important to understand the limitations of this protocol. To start characterizing the potential false negatives of the biotin pull-down approach, we selected six genes that we had previously reported to be targets of miR-17-5p that were not enriched in our pull-down [8]. 

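Of these 6 genes, 5 had a probe: RBL1, a pocket protein of cell cycle control, MAPK9, a stress-activated kinase, TSG101, of endosomal sorting, HIF1A, the hypoxia-inducible transcription factor, and KPNA2, a nuclear import receptor. In the miR-17-5p pull-down, KPNA2 had a log2 difference of 1.29 from the unrelated pull-downs (standard error 0.75, adjusted p = 0.327 from limma), with an SD of 1.95 between its 3 replicates, and its other probe had 0.75. TSG101 had a difference of 0.27 (standard error 0.14, adjusted p = 0.279) and RBL1 of 0.14 (standard error 0.07, adjusted p = 0.260). HIF1A had a difference of -0.08 (standard error 0.17, adjusted p = 0.837) and MAPK9 of -0.26 (standard error 0.21, adjusted p = 0.497). So 0 of the 5 passed in limma, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, and camera gave the list an adjusted p of 0.561. The list was chosen by the study on these samples, so this count is not independent evidence. Without miR-17-5p replicate 2, KPNA2 passed (2.35, adjusted p = 0.0314). PKD2 had no probe in the table.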

We used qRT-PCR to determine whether these mRNA targets were destabilized by miR-17-5p and therefore less likely to appear as significantly enriched in the biotin pull-down. After transient transfection with biotinylated miR-17-5p (replicating the conditions of the biotin pull-down) we observed significant degradation of five of the six genes (Additional file 5). This result suggests that mRNA degradation probably affects whether or not a target can be detected via the biotin pull-down approach, and suggests that the concordance between biotin pull-down and luciferase assay could be higher when only comparing targets that are translationally regulated.

We then wished to examine the impact of transcriptional complexity on our interpretation of the microarray results. Specifically, we were curious about the subset of transcripts (average 19%) that were significantly enriched in the pull-down but that had no predicted binding sites (either seed sites or any type of centered sites, discussed below) in their annotated exons. We hypothesized that this set may contain examples of unannotated exons and that this could lead to the incorrect classification of these targets as false positives. To investigate this possibility, we performed strand-specific RNAseq from the RNAs captured in the biotinylated miR-17-5p pull-down experiment. We examined all 26 HUGO genes that were targeted by an Illumina probe that was significantly enriched in the pull-down, that had exact matches only to transcripts with no predicted miR-17-5p seed and perfect or imperfect centered binding sites, and that predominantly spanned unique genomic regions to which the sequencing reads could be mapped [28]. Of these, eight clearly had either extended 3′ UTRs (*HMBOX1*, *TBPL1*, *ZNF786*, *NDUFAF3*) or retained introns (C2orf34, *COQ10B*) or both (C16orf68, *EEF1E1*), and, in all cases, these extra regions contained miR-17-5p seed or centered sites (Figure 3). 

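NDUFAF3, an assembly factor of respiratory complex I, was captured more with miR-17-5p, at 13.54 ± 0.36 (SD, n = 3) against 11.96 in the unrelated pull-downs, a log2 difference of 1.58 (standard error 0.14, adjusted p = 0.000397 from limma). METTL22, a methyltransferase listed under its older name C16orf68, was 0.85 higher (standard error 0.12, adjusted p = 0.00336). COQ10B, of coenzyme Q function, had a difference of 0.33 (adjusted p = 0.267), HMBOX1 of 0.29 (adjusted p = 0.583), TBPL1, a relative of the TATA-binding protein, of 0.14 (adjusted p = 0.672) and ZNF786, a zinc finger protein, of -0.11 (adjusted p = 0.811). C2orf34 and EEF1E1 have no probe under these names, although the legend of Fig. 3 gives the probe ILMN_1725105 for EEF1E1, and that probe did not pass. UBB, a polyubiquitin gene, was 0.78 higher (standard error 0.11, adjusted p = 0.00277; its other probe, at 1.43, did not pass) and ERLEC1, a lectin of the endoplasmic reticulum, was at -0.17 (adjusted p = 0.425). Of the 8 genes of the 10 with a probe under their name, 3 were higher with miR-17-5p (3 adjusted over the list alone) and camera's adjusted p was 0.0373, with adjusted p = 0.694 with an estimated correlation. With miR-17-5p-iso 4 were higher (5 adjusted over the list alone), including HMBOX1 at 1.40 (adjusted p = 0.0126); camera's adjusted p was 0.0221, with adjusted p = 0.610 with an estimated correlation. With miR-182-iso 5 of the 8 were lower (5 adjusted over the list alone; camera's adjusted p = 0.0247, and adjusted p = 0.464 with an estimated correlation), and with miR-27a 4 were higher and 1 lower (4 and 1 adjusted over the list alone). The genes were chosen among probes enriched in these samples, so their direction with miR-17-5p is not independent evidence. The isomiR was compared with the same libraries as miR-17-5p, and the comparators of miR-182-iso and miR-27a hold miR-17-5p. The counts and list calls of those pull-downs are therefore not independent evidence either. The miR-17-5p list call ended without miR-17-5p replicate 2 (adjusted p = 0.153), miR-23b replicate 2 (0.0504), miR-27a replicate 2 (0.0531) or miR-182-iso replicate 2 (0.0927), among the brighter probes (0.0904) and without the miR-182-iso libraries (0.486), and ERLEC1 passed without the latter (-0.56, adjusted p = 0.0116). The isomiR's call ended with all other pull-downs as comparator (0.0647), without miR-17-5p-iso replicate 1 (0.103), miR-27a replicate 2 (0.0500) or miR-182-iso replicate 2 (0.0695), among the brighter probes (0.0513) and without the miR-182-iso libraries (0.403), and the miR-182-iso call without miR-182-iso replicate 2 (0.0791) and among the brighter probes (0.0778).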

Two additional genes (*ERLEC1*, *UBB*) showed weak evidence for retained introns or extended 3′ UTRs that contained miR-17-5p sites. This suggests that almost 40% of the genes that we had initially assumed to be false positives were in fact likely to be true targets.

**Figure 3:**
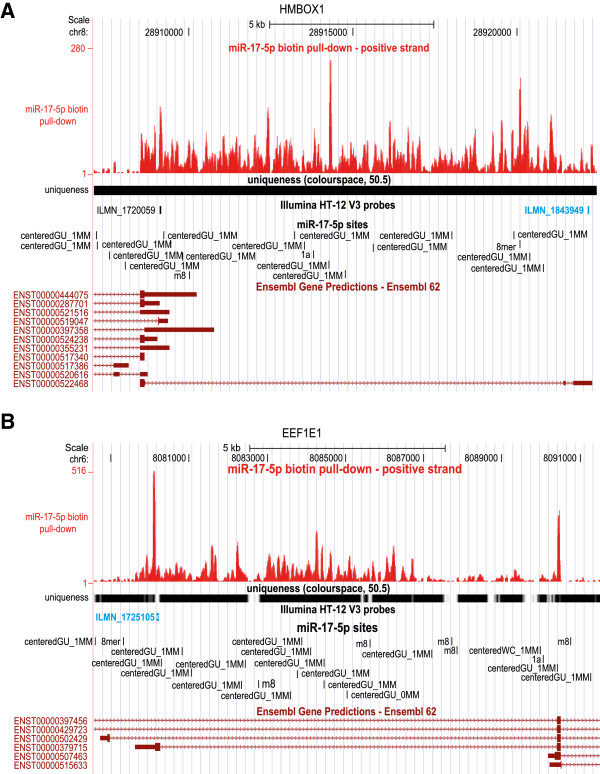
**miRNA binding in unannotated exons.** Sequencing the RNA captured in the miR-17-5p pull-down revealed several examples of targeting outside annotated exons. The red wiggle plot along the top indicates the number of reads from the RNAseq library that mapped at each position. Illumina microarray probes highlighted in blue showed significant enrichment in the biotin pull-down. **(A,B) ***HMBOX1 ***(A)** encodes a homeobox-containing transcription factor and *EEF1E1 ***(B)** a translation elongation factor. Probes detecting these genes were significantly enriched in the pull-down (adjusted *P*-values: ILMN_1843949, 0.002; ILMN_1725105, 0.03). None of the annotated exons (maroon boxes) contained predicted miR-17-5p sites. However, the RNAseq data suggested that both genes had retained introns that resulted in a longer 3′ UTR, and this region did contain binding sites.

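The HMBOX1 probe ILMN_1843949 was at 9.04 ± 0.44 (SD, n = 3) in the miR-17-5p pull-down, against a mean of 8.75 in the unrelated pull-downs, and at 10.15 ± 0.66 (SD, n = 3) in the miR-17-5p-iso pull-down. The probe ILMN_1725105, which the legend gives for EEF1E1 and which has no symbol in the annotation used here, was at 12.37 ± 0.26 (SD, n = 3) in the miR-17-5p pull-down against 11.87, a log2 difference of 0.49 (standard error 0.26, adjusted p = 0.282 from limma). It was 1.18 higher with miR-27a (adjusted p = 0.00827) and lower with miR-182-iso, at -1.05 (adjusted p = 0.0211), and with miR-17-5p-iso it had a difference of 0.15 that did not pass. Without miR-182-iso replicate 1, the difference of ILMN_1725105 with miR-17-5p was 0.73 and passed (adjusted p = 0.0257).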

### Hundreds of miRNA-mRNA interactions are mediated by centered sites

Having confirmed to our satisfaction that the biotin pull-downs could provide a high level of sensitivity for examining non-seed mediated interactions, we then searched for putative seed and perfect or imperfect centered binding sites (Figure 1C; Additional file 6) of each of our 10 miRNAs in the transcripts detected by the microarray probes. We asked what proportion of putative miRNA targets could be explained by the presence of these sites (Additional file 7). Studies that measured the change in protein output after miRNA transfection found that 50 to 70% of down-regulated proteins (log2 fold-change < -0.5) had a seed site [6,10] for the relevant miRNA. Hafner *et al.*[12] reported that 50% of their PAR-CLIP clusters contained a seed site for one of the top 100 most expressed miRNAs in HEK293 cells. We found that, on average, 41.3% (standard deviation 10.1%) of significantly enriched transcripts contained one or more seed sites for the biotinylated miRNA. When centered sites were considered, allowing for GU wobble and up to one mismatch, we could account for substantially more of the significantly enriched targets (mean 82.7%, standard deviation 7.5%), suggesting that centered sites could indeed bind mRNAs on a large scale.

Shin *et al.*[21] reported that centered site matches were significantly associated with repression only if they involved perfect Watson-Crick base-pairing. However, we postulated that these sites might still be able to mediate interactions if they included GU pairs or a mismatch. Thus, in our analysis, we considered centered sites with only Watson-Crick binding (centered-WC) or with GU wobble (centered-GU) and with either no mismatches (0MM) or with one mismatch (1MM) (that is, any base pair other than C-G, A-U or G-U). Centered sites with only Watson-Crick matches accounted for only a small proportion of the significantly enriched transcripts (0.5% and 6.6% for 0MM and 1MM sites, respectively), but a much greater proportion of these putative target transcripts contained centered-GU sites (12.5% and 72%); thus, these were far more prevalent than seeds in our data set.

As expected, transcripts with seed sites were significantly over-represented in the putative target set compared to the non-target set when considering transcripts with only a single type of site (FETs; Figure 4A). Interestingly, the same significant over-representation was also seen for centered sites (with or without GU wobble or one mismatch), suggesting that they, too, might be mediating miRNA-mRNA interactions. To ensure that this was reproducible, and not an artifact of small sample size, we repeated our analysis using all transcripts enriched in our pull-downs. For every site type, we again saw a significant over-representation of transcripts with a site amongst the putative target set, with the strongest enrichment being seen for the centered sites with perfect Watson-Crick pairing (Figure S7A in Additional file 8). These results suggest that the centered sites of the miRNA can mediate interactions with transcripts even in the absence of seed sites.

**Figure 4:**
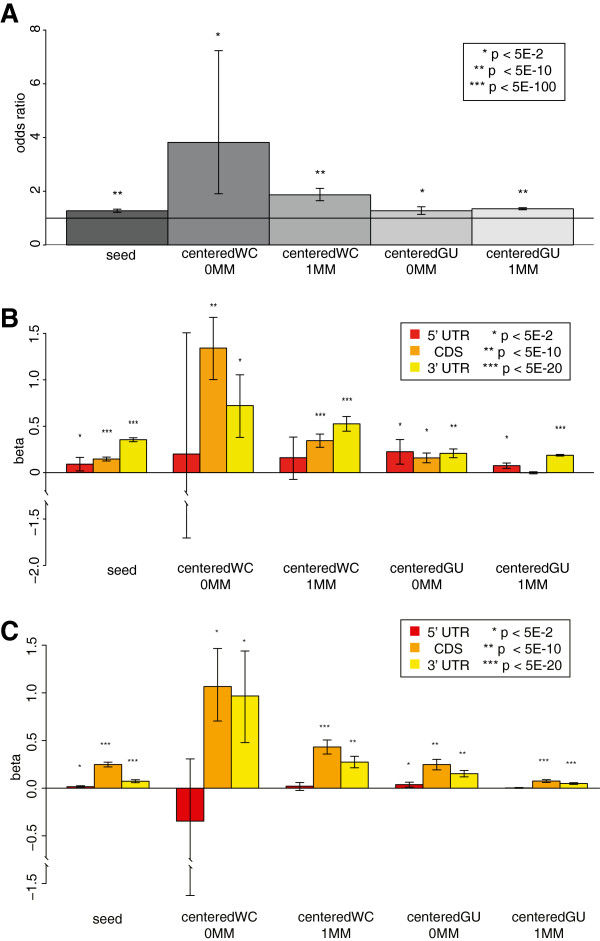
**Transcripts enriched in the pull-down were enriched for centered sites as well as seeds. (A)** The odds ratios from Fisher’s exact tests for an enrichment of transcripts with the indicated site type amongst the putative target set. Transcripts with multiple different types of site were excluded. **(B,C)** The coefficient estimates from logistic regressions of enrichment status on site count. Error bars indicate 95% confidence intervals. Tests were based on data from all 10 pull-downs combined. In **(C)**, transcripts with multiple different types of site were excluded. CDS, coding sequence.

### Centered sites can mediate interactions in the coding sequence and 3′UTR of mRNAs

To investigate whether the location of the putative miRNA binding sites affected whether or not a transcript would be enriched in the pull-down, we fitted a logistic regression model for enrichment status, including the counts of each type of site within different transcript regions as covariates (see Materials and methods). This model was highly significant (*P* < 0.0001), although it only explains a small fraction of the variance (Nagelkerke r^2^ = 0.04). As expected, the more seed sites there were in a transcript’s 3′ UTR, the more likely it was to be significantly enriched in the pull-down (Figure 4B, left-most yellow bar). Interestingly, all types of centered sites in the 3′ UTR were significantly associated with enrichment status (Figure 4B, yellow bars). Consistent with recent literature [6,20,29-32], most site types were significant in the coding sequence (CDS) too (Figure 4B, orange bars), although the effects were strongest in the 3′ UTR in most cases. Curiously, when we controlled for the length of the regions by fitting the logistic regression with site densities as covariates, the coefficient estimates were greater for the CDS than the 3′ UTR (Figure 4C) for all site types. It may be that while miRNAs are more likely to target UTRs with more sites, there is a trade-off between the number and accessibility of sites (reflected by site density), and site accessibility is more important in the UTR than the CDS, perhaps because of mRNA secondary structure. Interestingly, though, the r^2^ was much lower for this model (0.008) than when we fit site counts as covariates, although it was still significant (*P* < 0.0001). To ensure that the logistic regression was not being confounded by the inclusion of multiple transcripts bound by the same probe (which are not independent of one another), we ran the analysis again including only the canonical isoform of each gene. This did not substantially change the results (*P* < 0.0001, Nagelkerke r^2^ = 0.05 for site count; *P* < 0.0001, Nagelkerke r^2^ = 0.009 for site density; Figures S7B,C in Additional file 8). We conclude that centered sites can mediate interactions both within and outside the 3′ UTR, although 3′ UTR interactions are more important, as has previously been shown for seed sites [33-35].

### Similarity between target sets of canonical miRNAs and their isomiRs

If centered sites are indeed mediating biologically relevant interactions, then we would expect this to be reflected in the pattern of transcripts that are enriched in the biotin pull-down of both a canonical miRNA and its isomiR.

Since the isomiRs have different seed sites from their canonical partners but share overlapping centered sites, we might expect the transcripts they target in common (Figure 5) to be enriched for centered sites relative to the transcripts targeted by only one or the other. Conversely, since miR-10a and miR-10b have the same seed but different centered sites, the transcripts targeted by both miRNAs might be enriched for seeds compared to transcripts targeted by only miR-10a or miR-10b. For this analysis, we excluded transcripts with multiple different types of sites for the same miRNA. Although this approach lost some statistical power through the large reduction of transcripts, we still found statistical support (*P* ≤ 0.05) for each of the five comparisons (miR-10a versus miR-10b; miR-10a versus miR-10a-iso; miR-10b versus miR-10b-iso; miR-182 versus miR-182-iso; miR-17-5p versus miR-17-5p-iso), and a total of 14/20 of the observed enrichments confirmed our hypothesis (Table S4 in Additional file 1). For example, the transcripts that were enriched in the pull-downs of both miR-182 and miR-182-iso were significantly more likely to have a centered site compared to the set enriched in only the miR-182 pull-down (one-sided FET; OR = 1.45; 95% CI 1.04 to 2.04; *P* = 1.9 × 10^-2^) or in only the miR-182-iso pull-down (OR = 2.07; 95% CI 1.54 to 2.8; *P* = 9.4 × 10^-7^). There was also a significant over-representation of transcripts with a seed site amongst the transcripts targeted by miR-10a and miR-10b compared to those targeted by only miR-10a (OR = 2.13; 95% CI 1.3 to 3.6; *P* = 2.0 × 10^-3^). These results again support the hypothesis that centered sites in mRNAs can mediate interactions with miRNAs, although we cannot rule out the possibility that the transcripts pulled down by multiple miRNAs were being targeted by non-canonical sites other than the centered site.

**Figure 5:**
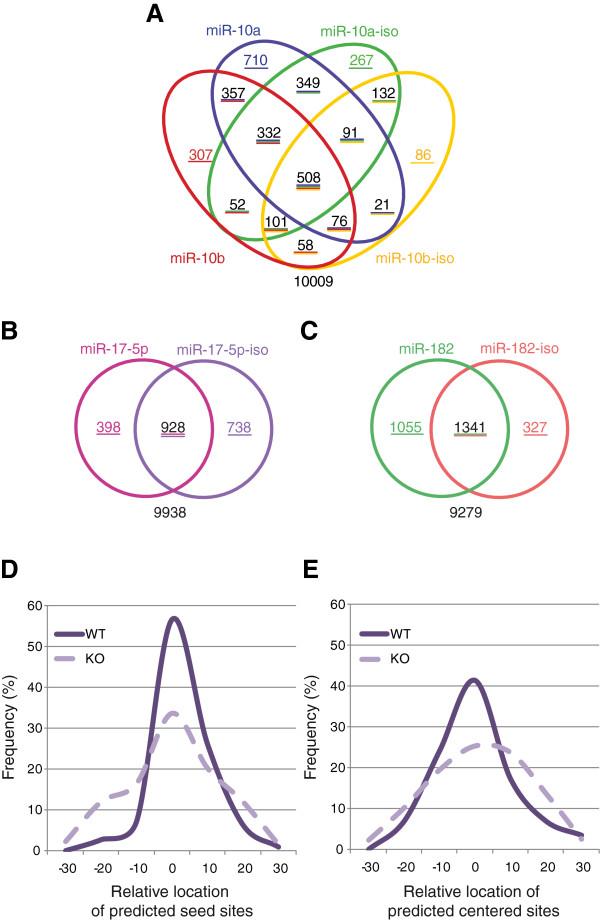
**IsomiRs and canonical miRNAs target many of the same transcripts. (A-C)** Venn diagrams indicating the number of microarray probes significantly enriched in each biotin pull-down and overlapping between related miRNAs. **(D,E)** Distribution of the location of predicted seed sites **(D)** and centered sites **(E)** relative to the center nucleotide of AGO2 peaks in mice wild-type for miR-155 (WT, solid line), or in miR-155 knock-out mice (KO, dashed line). AGO2 peaks were previously identified by Loeb *et al.*[20].

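The miR-17-5p and miR-17-5p-iso pull-downs captured 210 genes in common above the unrelated pull-downs. Among them were TIMP1, an inhibitor of metalloproteinases, with log2 differences of 1.93 with the canonical miRNA and 2.44 with the isomiR, HSP90B1, a chaperone of the endoplasmic reticulum, with 1.82 and 2.50, AKTIP, which binds AKT, with 1.82 and 2.52, and APEX1, with 2.23 and 1.85. By probe, 276 were higher in both pull-downs, where independent lists of these sizes would share 32.8 (odds ratio 24.7, 95% interval 20.3 to 30.0, Fisher's exact test p = 9.22e-204). A further 192 probes were lower in both and 3 went in opposite directions. Both comparisons use the same comparator libraries, which by itself makes differences alike: across the 12007 probes, which are not independent replicates, the differences had a Pearson's r of 0.663 and a Spearman correlation of 0.599, against a mean r of 0.312 and a highest of 0.349 in 100 simulations of unchanged groups, in which no probe was higher in both. The simulations drew noise independently for each probe and library. The real libraries share deviations between pull-downs, so the simulated values are a narrow yardstick. The simulations also gave all 5 pull-downs the same mean. In the data the unrelated pull-downs differed from each other at 848 to 4566 probes, and such differences shift both comparisons the same way. The simulations leave this effect of the shared comparator out. With the comparator libraries split so that the pull-downs shared none, 52 probes were higher in both against 2.29 for independent lists, and 34 against 1.36 in the mirrored split. Both parts of the split hold the same 3 duplexes, so an mRNA captured little with 1 of these still raises both comparisons. Both also took the spread from the same fit. The split removes shared libraries, not the shared comparator duplexes. In the direct contrast of canonical miRNA and isomiR, CTDNEP1 (ILMN_2133638), a phosphatase of the nuclear envelope, was at 8.79 ± 0.08 (SD, n = 3) with miR-17-5p and at 12.20 ± 0.86 (SD, n = 3) with the isomiR, a log2 difference of -3.41 (standard error 0.33, adjusted p = 0.00274 from limma). ZNF518A, at -2.95, the transcription factor GMEB2, at -2.57, the glucose transporter SLC2A3, at -2.26, and NUFIP2, which binds FMRP, at -2.16, were lower with miR-17-5p than with its isomiR. NABP1, which binds single-stranded DNA, was higher with miR-17-5p, at 1.76 (standard error 0.20, adjusted p = 0.00500). In total 39 probes were higher with miR-17-5p and 94 with the isomiR, fewer than in any other pair of the 5 pull-downs, where 810 to 4566 differed. Without miR-17-5p replicate 2 the majority turned, with 100 higher and 67 lower, and the total of 133 was 312 without miR-17-5p replicate 1, 64 without replicate 3, 36, 217 and 18 without miR-17-5p-iso replicate 1, 2 and 3, 53 without either miR-23b library, 79 without miR-27a replicate 2, 87 without either or both of the miR-182-iso libraries, 22 at an adjusted p under 0.01, and 0 by limma on the 6 libraries alone, where 1215 had an unadjusted p under 0.05. The 276 shared probes numbered 177 without miR-17-5p replicate 3, 168 without miR-17-5p-iso replicate 3, 176 and 183 without miR-23b replicate 1 and 2, 93 with all other pull-downs as comparator and 101 at an adjusted p under 0.01. The paper reasons that an isomiR and its canonical miRNA differ in their seeds but overlap in their centered sites, and from the sites of the transcripts captured by both it proposes that centered sites mediate interactions with miRNAs, while leaving open that other non-canonical sites took part.

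**Figure D2:**
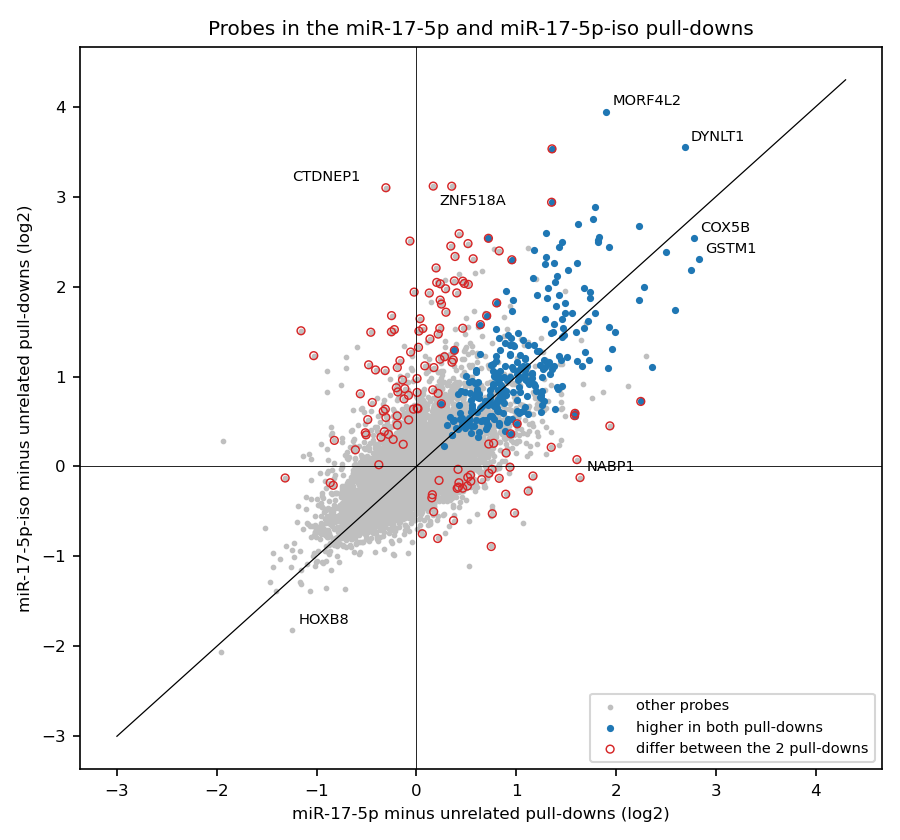
Log2 differences from the unrelated pull-downs for each of 12007 probes, with miR-17-5p on the x axis and miR-17-5p-iso on the y axis; blue points are the 276 probes higher in both pull-downs, red rings the 133 that differ between them, and the line marks equal differences. The blue points spread on both sides of the line, and CTDNEP1 and ZNF518A lie far above it.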

### Centered sites are enriched in AGO-bound regions

If centered sites are truly mediating miRNA-mRNA interactions, and are not an artifact of the experimental approach used here, then we would expect such sites to be enriched in regions of mRNAs bound by RISC and endogenous miRNAs. In 2012, Loeb *et al.*[20] used differential AGO2 HITS-CLIP to profile murine primary T cells that were either miR-155 wild-type or were miR-155 deficient due to genetic knock out. Due to the high number of biological replicates (12 of each condition), the authors were able to robustly define 14,634 AGO2 bound regions, with 398 of these differentially detected only in wild type compared to knock out (adjusted *P* < 0.05), and therefore likely to be directly mediated by miR-155. We exploited these data to look for the frequency and location of imperfect centered sites and seed sites relative to the peak. We first confirmed that seed sites were significantly enriched in differentially detected AGO peaks compared to AGO peaks that were unchanged between wild type and knock out (FET, *P* ≈ 8.07 × 10^-32^, n = 111), and were significantly skewed towards the center of the predicted peak (excess kurtosis = 7.34; Figure 5D). We also observed enrichment and kurtosis for imperfect centered sites (FET, *P* ≈ 5.19 × 10^-3^, n = 29; excess kurtosis = 3.50; Figure 5E), although these sites were less frequent than seed sites. The overlap between seed and centered sites (n = 6) was not significantly different to what would be expected by chance (FET, *P* = 0.7887). Together these results suggest that imperfect centered sites can mediate endogenous miRNA-mRNA interactions independently of seed sites.

### Imperfect centered sites primarily suppress target mRNAs through translational inhibition

Although our results suggest that imperfect centered sites can direct RISC to mRNAs, it does not necessarily follow that those sites can mediate repression of gene expression. To address this specific question, we randomly selected 12 genes that were both significantly enriched in the biotin pull-down experiment and had only a single centered miRNA binding site in the transcript, for testing via luciferase assay (Figure 6). 

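MAP2K3, a kinase that activates p38, was captured more with miR-27a, at 10.35 ± 0.53 (SD, n = 3) against 8.69 in the unrelated pull-downs, a log2 difference of 1.66 (standard error 0.21, adjusted p = 0.000837 from limma). MAPKAPK5, a kinase downstream of p38, was 0.96 higher (standard error 0.18, adjusted p = 0.00418). PRKCI, an atypical protein kinase C, was 0.65 higher (standard error 0.18, adjusted p = 0.0246). RALB, a small GTPase, had a difference of 0.04 (adjusted p = 0.835), the receptor TGFBR2 of 0.01 (adjusted p = 0.956) and the nuclear receptor PPARG of -0.03 (adjusted p = 0.925). With miR-17-5p, PRKAG1, a regulatory subunit of AMP-activated kinase, was higher, at 9.48 ± 0.42 (SD, n = 3) against 8.06, a difference of 1.42 (standard error 0.17, adjusted p = 0.00151). The kinase MAPK3 had a difference of 0.33 (adjusted p = 0.290), RPIA, of the pentose phosphate pathway, of 0.22 (adjusted p = 0.542) and PPP2R2B, a regulatory subunit of PP2A, differed by less than 0.01 (adjusted p = 1.00). PPP2R5C had no probe in the table. Of the 7 measured miR-27a genes 4 were higher and the other 3 did not pass (4 adjusted over the list alone; camera's adjusted p = 0.0826), and of the 4 miR-17-5p genes 1 was higher (1 adjusted over the list alone; camera's adjusted p = 0.133). The genes were drawn from probes enriched in these samples, so these counts are not independent evidence of direction. PRKCI did not pass without miR-23b replicate 1 (0.63, adjusted p = 0.0519), miR-27a replicate 1 (0.50, adjusted p = 0.118), miR-27a replicate 2 (0.67, adjusted p = 0.0617), miR-182-iso replicate 2 (0.59, adjusted p = 0.0609) or the miR-182-iso libraries (0.56, adjusted p = 0.0878). Without miR-27a replicate 2 the miR-27a list passed in camera (adjusted p = 0.0240), against an adjusted p = 0.622 with an estimated correlation over all libraries.

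**Figure D3:**
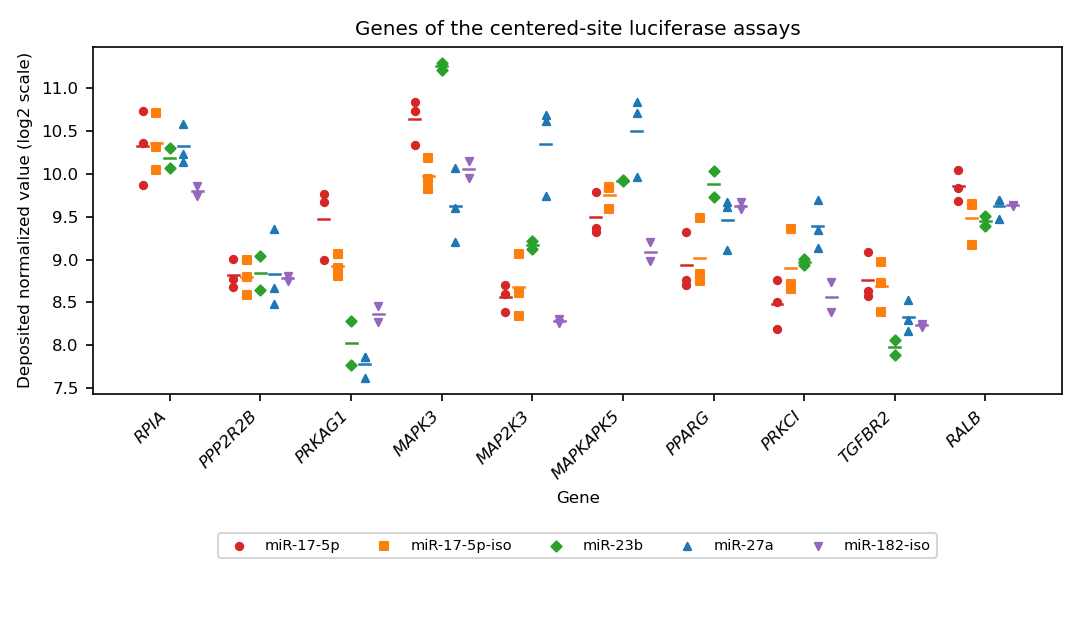
Normalized array values (y axis, VST scale close to log2) of 10 genes tested by luciferase assay for centered sites, with genes on the x axis and pull-downs by color and marker; points are libraries and short lines the group means. MAP2K3 and MAPKAPK5 have their highest mean with miR-27a and PRKAG1 with miR-17-5p.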

All but one of the centered sites included GU wobble, and 9 of them also had a single mismatch between the miRNA and the mRNA. We validated two of three centered sites with no mismatch, and eight of nine centered sites with one mismatch. The rate of validation seen here (79%) is much higher than previously reported validation rates based on bioinformatics predictions alone (39%) [8], and again supports the robustness and utility of the biotin pull-down approach. These results demonstrate that even without perfect complementarity, centered sites can mediate mRNA repression in mammalian systems.

**Figure 6:**
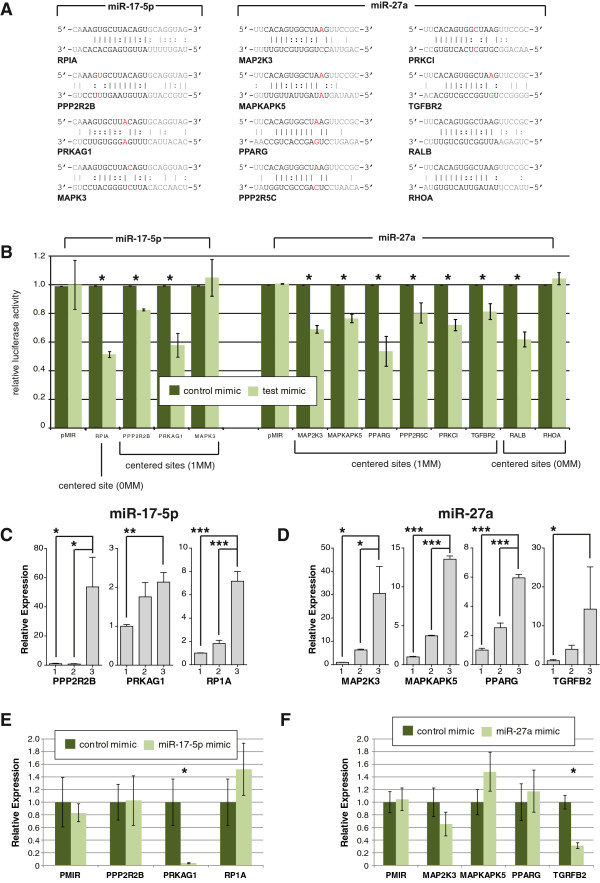
**Centered sites can repress gene expression. (A)** Four imperfect centered binding sites for miR-17-5p (left column) and eight for miR-27a (right columns) were tested via luciferase assay. Vertical line, perfect Watson-Crick matches; colon, GU wobble sites; shaded bases, regions outside of the central zone (nucleotides 3 to 15) that may participate in binding; red text, mismatches between the miRNA and its target in the central zone. Note that no other binding sites of any type were predicted within these mRNAs. **(B)** Mean luciferase activity relative to negative controls from the empty plasmid (pMIR) or pMIR containing one of the imperfect binding sites described above in the 3′ UTR. Asterisks indicate significant reduction in luciferase activity (one-sided *t*-test; *P* < 0.05), error bars represent standard error of the mean over three replicates. **(C,D)** A hybrid AGO2 immunoprecipitation/biotin pull-down was performed as in Figure 2F, and qRT-PCR was used to detect mRNAs confirmed to be targets of miR-17-5p **(C)** and miR-27a **(D)** above. Numbering on the x-axis refers to the samples described in Figure 2F. All targets were found to be significantly enriched in the AGO2-enriched fraction (*P ≤ 0.05, **P < 0.01, ***P < 0.001). **(E,F)** Analysis of luciferase expression levels by qRT-PCR found that only one out of three imperfect centered sites for miR17-5p **(E)** and one out of four sites for miR-27a **(F)** showed significantly reduced luciferase mRNA levels (*P* < 0.05, indicated by asterisks), indicating that most interactions that result in reduced protein are due to translational inhibition and not mRNA degradation.

To ensure that the centered sites were mediating their function through RISC, we repeated the hybrid AGO immune-precipitation/biotin pull-down approach (Figure 2F) to look for enrichment of these centered sites in AGO2-RISC. For both miR-17-5p imperfect centered sites (Figure 6C), and miR-27a imperfect centered sites (Figure 6D), all targets were found to be significantly enriched (*P* ≤ 0.05) in the AGO2 enriched fraction compared to the input mRNA population, demonstrating that interactions between an imperfect centered site and its target mRNA were mediated through RISC.

Finally, to determine whether imperfect centered sites mediate mRNA destabilization or translational inhibition, we repeated the luciferase assays described above (Figure 6B), and measured the level of luciferase gene mRNA via qRT-PCR. Changes in the mRNA levels between the control mimic and the test miRNA would indicate mRNA destabilization, whereas no changes in the mRNA levels would indicate translational inhibition. Only one out of four sites for miR17-5p (Figure 6E) and one out of five sites for miR-27a (Figure 6F) showed significant (*P* < 0.05) reduction of mRNA levels, indicating that most interactions that result in reduced protein are due to translational inhibition rather than mRNA degradation, although both types of regulation are possible. These experiments together provide substantial experimental evidence that imperfect centered sites are common targets of miRNAs, and mediate functional interactions.

### The biotin pull-down technique is slightly biased against seed sites

A consideration for interpreting the results derived from this protocol is that the biotin tag on the synthetic miRNA duplexes may prevent their 3′ ends from binding to the PAZ domain of Ago [2]. This may allow biotin-labeled miRNAs to interact more easily with target mRNAs and alleviate the requirement for 5′ end binding. The method may therefore be biased towards detecting interactions that are not mediated by the canonical seed.

To explore the potential bias of this method in the affinity for different types of target sites, we used bio-layer interferometry (BLI) to detect the rates of association and disassociation of RISC with various types of binding sites (Figure 7A). The higher the ratio of association/disassociation is, the stronger the affinity of RISC to a binding site will be. Biotin miR-182-5p RISC was generated by transfecting MDA-MD-231 cells with biotin-labeled miR-182-5p duplexes, whilst native miR-182-5p RISC was generated by inducing expression of miR-182-5p by adding doxycycline to a previously generated and validated inducible cell line [36]. RNA oligos containing seed, centered, and 3′ binding sites (Figure 7B) were labeled with biotin and bound to the streptavidin-coated BLI sensors, blocked in free biotin blocking buffer, and used to probe biotin RISC or native RISC. The 'no oligo' control confirmed the effectiveness of this blocking and confirmed that there was no association between the biotin RISC and the BLI sensors after blocking (Figure 7C). The rate constants for association and disassociation were calculated independently for four independent biological replicates, and compared between biotin RISC and native RISC (Figure 7D,E).

**Figure 7:**
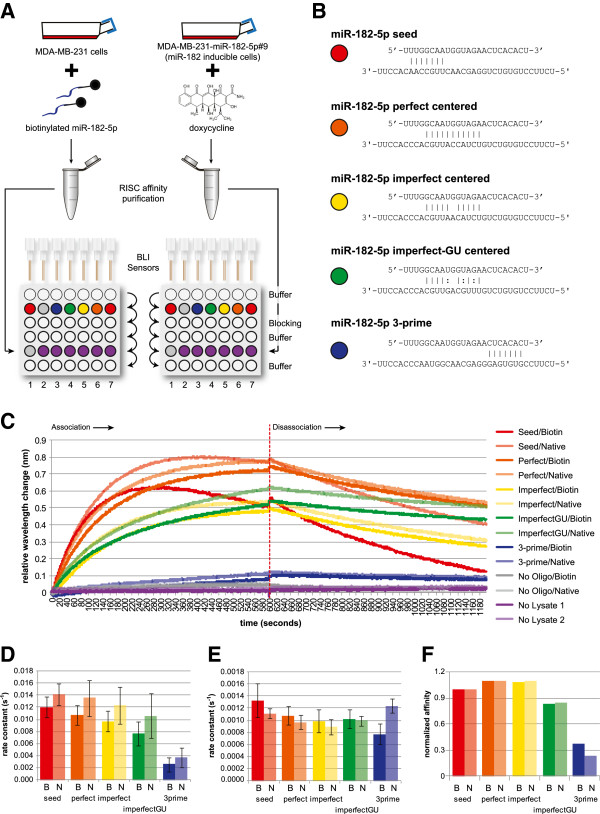
**Biotin RISC differs only slightly from native RISC in affinity for centered sites. (A)** Schematic diagram showing the bio-layer interferometry (BLI) experimental design. Cells were either transfected with biotinylated miR-182-5p or induced to over-express miR-182-5p, and RISC complexes containing these miRNAs were affinity purified. The two RISC solutions were used in parallel BLI runs to detect association and disassociation with RNA oligos containing the binding sites. The arrows indicate the sequential immersion of the sensors in a row. Lane 1, no lysate; lane 2, no oligo; lane 3, miR-182-5p 3 prime binding site; lane 4, miR-182-5p imperfect centered site with GU wobble; lane 5, miR-182-5p imperfect centered site; lane 6, miR-182-5p perfect centered site; lane 7, miR-182-5p seed site. **(B)** The binding between miR-182-5p and the RNA oligo is illustrated. The miRNA is depicted on the top strand, and the binding site in the oligo on the bottom strand. Perfect Watson-Crick matches are indicated with the vertical line, and GU wobble sites by a colon. **(C)** A representative association/disassociation curve from the BLI showing the wavelength interference (nm) versus time. The dashed line indicates the time at which the BLI sensors were removed from the RISC solution and transferred to buffer. **(D)** Rate constants for association were calculated independently from four biological replicates, and plotted separated for biotin RISC **(B)** and native RISC (N) across all five binding sites. Error bars represent standard error of the mean (sem). **(E)** Rate constants for disassociation were calculated and plotted as for **(D)**. Error bars represent standard error of the mean (sem). **(F)** The normalized affinity for each site type was calculated by dividing the association rate constant by the disassociation rate constant, and normalizing all site types to the ratio for the seed site. This shows that, with the exception of 3' sites, the relative affinities between biotin RISC and native RISC are essentially equivalent.

As expected, the association rates for seed sites are the highest of all sites, and dramatically higher than for 3' sites. Although we find no statistically significant difference between native RISC and biotin RISC for any interaction, we did observe a trend for native RISC to associate with all binding sites faster than biotin RISC (Figure 7D) and for native RISC to disassociate slower (Figure 7E) than biotin RISC. The only exceptions were imperfect-GU sites, which showed the same dissociation rate for native and biotin RISC, and 3' sites, which were much higher for native risk (approaching statistical significance, *P* ≈ 0.06). Thus, all but 3' site-mediated interactions are stronger in the absence of the biotin tag. Overall affinities (as measured by the ratio of association/disassociation) are very similar between biotin and native RISC for all types of sites (Figure 7F), but it is worth noting that the protocol used here could be affected by the higher disassociation rates of the seed sites. This is because in the biotin pull-down, unlike CLIP-based methods, the interactions are not fixed in the cell before isolation, so they can disassociate, and we would expect biotin RISC to disassociate more quickly from seed sites than native RISC. Together, this could result in a reduced affinity, transcriptome-wide, for seed sites in our biotin pull-down compared to what would be expected for native RISC-based protocols. We see some evidence for this in the slightly lower proportion of targets that are accounted for only by seed sites in our study compared to other studies - approximately 41% of our biotin pull-down targets can be explained by a seed site, versus 50% for PAR-CLIP data [12] (although we note that this 50% refers to a seed match to any of the top 100 expressed miRNAs). We interpret these results to mean that the biotin pull-down has a slight bias away from seed sites rather than any particular bias towards centered sites. In our data, this probably manifests as a lower percentage of seed sites, but importantly, the affinity between native RISC or biotin RISC to centered sites is essentially equivalent and therefore our conclusions regarding the biological relevance of these sites are unlikely to be an artifact of the protocol used, although the prevalence of these interactions may be slightly inflated by the bias away from seed sites.

## Discussion

In order to understand the function of a particular miRNA, it is essential to know its targets. All methods for elucidating these have weaknesses, including the biotin pull-down approach described previously [17,18] and used here. We chose this protocol because it is not confounded by secondary effects (unlike microarray-based miRNA modulation studies) and because it is more sensitive for detecting differences between two closely related miRNAs than other whole-transcriptome approaches such as HITS-CLIP. The inclusion of stringent bead-blocking and washing steps has allowed us to substantially increase the specificity and dynamic range of the assay; the protocol described by Orom *et al*. [18] achieved a maximum fold-change of 4, while the transcripts in our biotin pull-downs were enriched up to eight-fold (Figure S1B in Additional file 2). However, we should anticipate that a proportion of transcripts detected as significantly enriched in our biotin pull-down may still not interact with the miRNA of interest. This type of false positive could occur through non-specific interaction with the magnetic streptavidin beads, or by association with endogenous biotin rather than with a biotinylated miRNA. Several lines of evidence suggest that this type of false positive is reasonably uncommon: (i) up to 90% of significantly enriched transcripts contain a predicted binding site (average 82.7%); (ii) of the remaining annotated (HUGO) transcripts without predicted binding sites, almost 40% were shown to contain novel transcriptional events with predicted bindings sites within them; and (iii) the vast majority of miRNA binding sites tested in luciferase assays were validated (Figures 2B and 6B) and were enriched in AGO2 containing silencing complexes (Figures 2G,H and 6C,D), although this was a small number of sites.

A second class of false positives would be those interactions that genuinely involve the biotinylated miRNAs but that do not occur endogenously in cells. This set is more difficult to define in the absence of a large cohort of true positives - even the ‘gold standard’ luciferase assays involve exogenous plasmids tested with exogenous miRNA mimics or inhibitors. While these assays can show that it is possible for a specific miRNA to interact with a specific binding site, they cannot prove that a specific miRNA interacts with a specific binding site endogenously. Factors such as RNA secondary structure, differences in the cellular concentration of miRNA and other miRNA binding factors, and secondary effects of miRNA modulation can all confound the interpretation of what are 'true targets' of a given miRNA. Just as precise false positive rates are difficult to calculate, the false-negative rates are equally intractable. An accurate assessment of the false negative rate would require a very large number of luciferase assays (if these are considered the gold standard) to establish a true positive set, and then ask how many of these were missed by the biotin pull-down approach. Such an experiment is impractical and expensive. However, like any difficult biological problem, orthogonal validation and careful interpretation are critical, and we were encouraged that miRNA targets inferred from all high-throughput methods and luciferase assays were significantly more likely to be enriched in our pull-downs than other genes (Table S2 in Additional file 1), and that the overlap seen between our results and those from the miR-17-5p over-expression experiments is similar to that observed between the latter and AGO2 immuno-precipitation datasets [34,37].

Although we did not find any statistically significant differences between native RISC and biotin RISC in their affinities to seed or centered sites, the trend did suggest that biotin-labeled miRNAs were slightly less able to detect seed sites than native miRNAs, which could result in a relative increase in the proportion of centered sites in our data. This could explain the drop from 50% seed sites in the PAR-CLIP data [12] to 41% in our study. However, the large variability amongst individual miRNAs is likely to be a substantial contributing factor - we observed a standard deviation of 10.1% in the proportion of transcripts containing seed sites. Similarly, although imperfect centered sites were significantly enriched in endogenous AGO2 clusters mediated by miR-155 [20], they were almost four times less frequent than seed sites (7.3% versus 27.9%, respectively). This difference is likely to be a combination of the bias of the biotin pull-down approach, unexplored biases in the HITS-CLIP detection (including cluster stringency and bioinformatic inference of sites), and genuine biological differences in the targeting profiles of different RISC species. Regardless, while any bias towards site types should be considered when interpreting their relative importance, it is clear that imperfect centered sites account for a substantial fraction of the total interactions between the miRNA and mRNA populations.

We have used the biotin pull-down technique to investigate associations between the number of predicted miRNA-binding sites and a transcript’s enrichment in the pull-down (Figure 4). These associations were stronger for site counts in the 3′ UTR than in the CDS, consistent with previous reports that 3′ UTR seed matches are more important for mediating interactions [33-35]. It is striking that the number and density of centered sites, and not just of seed sites, was also significantly associated with enrichment in the pull-down. The hypothesis that centered sites mediate many interactions is also supported by the considerable differences between the target sets of miR-10a and miR-10b (Figure 5A), which share the same seed but have different centered sites, although it is possible that some differences are accounted for by 3′ complementary sites.

Shin *et al*. [21] reported that 'perfect 11-mer matches starting at miRNA positions 3, 4 and 5 were each significantly associated with repression' in over-expression studies, but that 11-mer matches with single mismatches or GU wobbles were not. However, microarray based-assays that rely on changes in the expression levels of target mRNAs will not identify translationally repressed mRNAs, which have been shown to be the primary direct effect of miRNAs [38]. Results from our luciferase assays, which detect miRNA effects at both the mRNA and protein levels, suggest that imperfect centered sites are *bona fide* miRNA-binding sites that can elicit repression. Given that only a small proportion of the imperfect centered sites result in mRNA destabilization (Figure 6E,F), this would explain why these sites failed to validate in microarray-based studies, but did validate here in luciferase assays (Figure 6B).

Further experimental work on a larger number of sites would be required to elucidate precisely the minimal length and maximum number of mismatches required for centered site-mediated interactions. Regardless, the finding that both perfect and imperfect centered sites can repress gene expression has significant implications for understanding miRNA-controlled genetic networks, as the prevalence of centered sites in the mammalian transcriptome dramatically increases the connectivity and complexity of the networks. It may also explain the evolutionary conservation of regions outside of the seed site [7,21], although we cannot formally exclude the hypothesis that these regions are conserved due to processes related to miRNA biogenesis. Further experimental work would also be required to compare the efficacy of seed versus centered sites. Although the percentage reduction in luciferase activity shown here (Figure 6B) is comparable with that seen in other studies for seed sites [8], a thorough comparison would require thousands of luciferase assays with accompanying RNAseq and proteomics data.

While centered sites will clearly need to be factored into systems biology models of genetic regulation, it is currently unclear how much (if any) predictive power would be added to target prediction algorithms by the inclusion of imperfect centered sites. It was beyond the scope of this study to develop a prediction model incorporating centered site information, although it seems likely that the high frequency of these sites in the transcriptome would require that additional information such as evolutionary conservation and site accessibility/RNA secondary structure be incorporated to reduce the rate of false positive predictions, as is the case for seed sites. Despite the conceptual simplicity of looking for regions of complementarity, miRNA target prediction suffers from both a lack of specificity (due to the short binding sites), and a lack of sensitivity due to the exclusion of known binding modalities to increase prediction accuracy. This is analogous to the problems suffered by transcription factor binding prediction software, and was a significant driver in the quest for unbiased experimental methods such as ChIP-seq. We believe that the biotin pull-down methodology is complementary to other transcriptome-wide tools such as HITS-CLIP to examine targets of miRNAs without prior expectation of binding modes.

While we have demonstrated here that centered sites are direct targets of miRNAs that result in molecular repression of the target, the larger relationship between targeting and functional repression remains an open question. In biological networks, mRNAs can be insulated from the effects of miRNAs by simply expressing more copies of the mRNA [8], so whilst individual transcripts are still targeted and repressed, the overall protein levels may not change. How many of the targets identified here are functionally repressed versus molecularly repressed is currently unknown, but this is not a weakness of the biotin pull-down (or indeed, a weakness of any other transcriptome-wide method). Instead, this presents us with the interaction data necessary to model properly the outcomes of biological networks in different cell types or tissues with different mRNA expression levels. It will be the combination of these transcriptomic methods with proteomics data that will enable the next leap in understanding.

## Conclusions

We used a biotin pull-down method to determine the direct targets of 10 human miRNAs, and found that imperfect centered sites are common mediators of miRNA-mRNA interactions. These sites can repress mRNA activity, typically through translational repression, but further work is needed to establish their functional importance relative to seed sites. Our findings may explain the evolutionary conservation of the central region of miRNAs, and they have important implications for studying miRNA-regulated genetic networks, and for interpreting putative disease-causing variants that do not alter protein sequence but that may fall inside miRNA binding sites.

## Materials and methods

### Biotin pull-downs, microarray hybridizations and sequencing

We optimized the biotin pull-down method of Orom *et al*. [18] to improve RNA yield and dynamic range. Briefly, 200 pmoles of synthetic biotin-labeled miRNA duplexes (Table S1 in Additional file 1) were transfected into 4 × 10^6^ HEK293T cells using HiPerFect Transfection Reagent (QIAGEN, Melbourne, VIC, Australia). Cells were harvested after 24 hours, and lysed in hypotonic lysis buffer (10 mM KCl, 1.5 mM MgCl_2_,10 mM Tris-Cl pH 7.5, 5 mM DTT, 0.5% NP-40, 60U/ML SUPERase•In (Ambion, Austin, TX, USA) and 1X Complete Mini protease inhibitor (Roche, Brisbane, QLD, Australia)). Cell debris was cleared by centrifugation (≥10,000 g at 4°C for 2 minutes). The supernatant was transferred to a clean tube, and NaCl was added to a final concentration of 1 M. myOne C1 Dynabeads (25 μl; Invitrogen) were pre-blocked with 1 μg/μl bovine serum albumin and 1 μg/μl yeast tRNA (Invitrogen), and incubated with the supernatant for 30 minutes at room temperature. Beads were then washed with hypotonic lysis buffer and 1 M NaCl before RNA extraction using an RNeasy Kit (QIAGEN) according to the manufacturer’s instructions. Pull-downs were conducted in duplicate or triplicate for each miRNA, and 50 ng of the captured mRNAs per sample were amplified and labeled using the Illumina TotalPrep RNA Amplification Kit (Invitrogen) as per the manufacturer’s instructions. Samples were profiled on Illumina Human HT-12 chips along with control RNA from mock-transfected cells to which no miRNA had been introduced. In parallel, RNA extracted from the miR-17-5p pull-down was used in RNAseq library construction as previously described [39] and 50 bp tags were generated on the Applied Biosystems SOLiD (Melbourne, VIC, Australia). These were mapped to the human genome (GRCh37) using the default parameters of the X-MATE pipeline [40]; 70,714,217 of the 101,137,997 tags aligned to GRCh37 (70%).

### Hybrid AGO immuno-precipitations and biotin pull-downs

We transfected cells with either synthetic biotinylated miRNA duplexes or synthetic single-stranded biotinylated miRNAs and lysed the cells as described above. After clearing the cell lysate, we harvested 10 μl to use as the input RNA sample. We then used a Dynabeads Protein G Immunoprecipitation Kit (Invitrogen) combined with a ChIP grade mouse monoclonal antibody to AGO2 (ab57113, Abcam, Cambridge, MA, USA) to perform the AGO enrichments according to the manufacturers’ instructions. Briefly, 50 μl of beads per precipitation were washed prior to incubation with 10 μg of antibody at room temperature for 10 minutes. Cell lysate was added to the bead-antibody complexes, and incubated for 10 minutes at room temperature. The supernatant from this step was saved as the AGO2-depleted fraction, and the beads were kept as the AGO2-enriched fraction. The beads were washed three times in 200 μl of wash buffer, prior to elution in 30 μl of elution buffer. We then completed the biotin pull-down protocol on both the AGO2-enriched fractions and the AGO2-depleted fractions, as described above.

### Primary analysis of microarray data

Statistical tests were conducted in R. Microarray data were normalized using the *lumi* package [41], by applying background adjustment, variance-stabilizing transformation [42] and robust spline normalization [43] successively. 

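The replicates of miR-23b were the most alike, with a Pearson correlation over the 12007 probes of 0.984, followed by those of miR-182-iso with 0.979. The mean correlation between replicates was 0.970 for miR-17-5p-iso, 0.966 for miR-27a and 0.955 for miR-17-5p. Over all 11 pairs of replicates it was 0.967 (0.941 to 0.984), over the 9 pairs of a miR-17-5p with a miR-17-5p-iso library 0.953 (0.935 to 0.973), and over the 58 pairs of unrelated pull-downs 0.912 (0.797 to 0.953). The nearest library belonged to the same pull-down for 12 of the 13 libraries, and to the same miRNA family for all 13; replicate 1 of miR-17-5p lay nearest to replicate 2 of its isomiR (0.973). In average-linkage clustering on 1 minus r, the replicates of miR-23b joined at a height of 0.0161, those of miR-182-iso at 0.0211, those of miR-17-5p-iso at 0.0327 and those of miR-27a at 0.0377. Replicates 1 and 3 of miR-17-5p joined each other at 0.0328 and the isomiR's libraries at 0.0445, and replicate 2 of miR-17-5p joined these 5 at 0.0524, so the miR-17-5p replicates did not form a cluster of their own. The miR-23b and miR-27a libraries joined at 0.0578. The first principal component held 40.5% of the variance, with the miR-182-iso libraries at 32.5 and 48.9 and the miR-27a libraries at -47.3, -22.4 and -32.4, and the second held 19.9%.

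**Figure D4:**
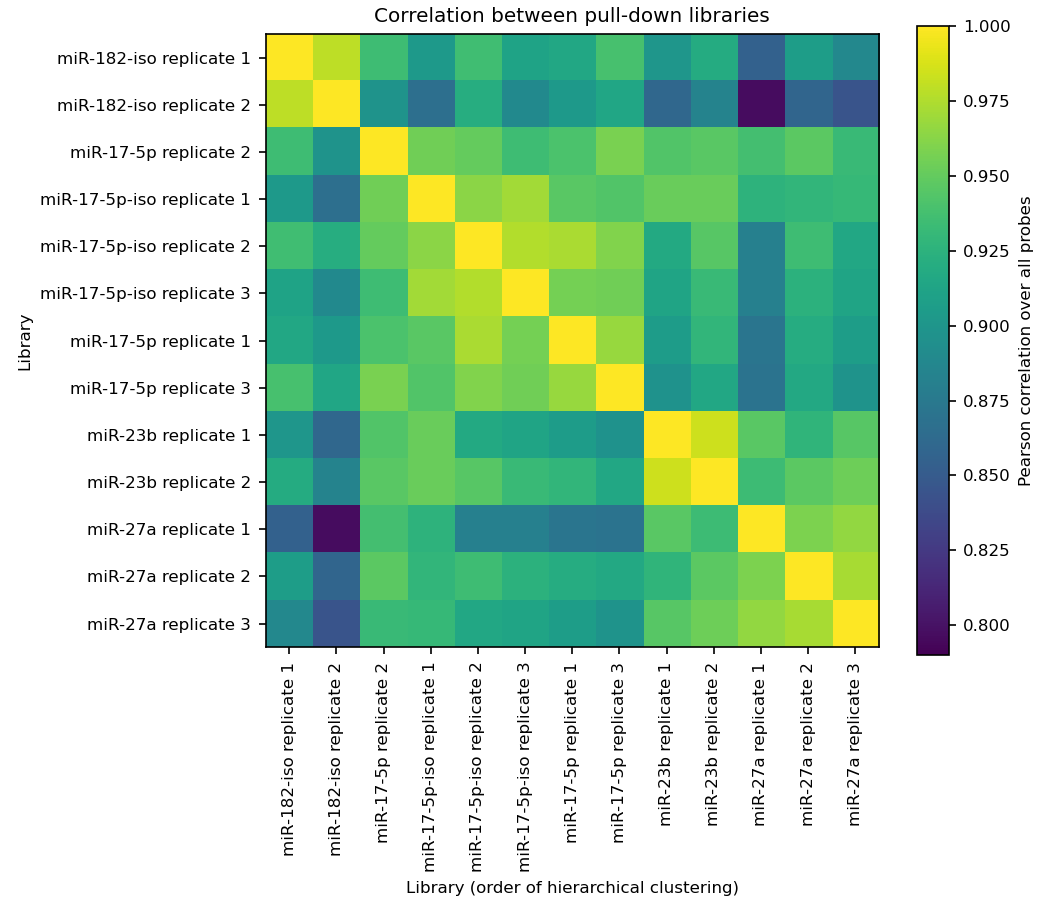
Pearson correlation between the 13 libraries over 12007 probes (color scale), with the libraries on both axes in the order of the clustering. Replicates of a pull-down and the miR-17-5p and miR-17-5p-iso libraries form bright blocks, and the miR-182-iso libraries stand apart from the rest.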

Hierarchical clustering of normalized data (Additional file 9) showed that replicates tended to cluster together and that the samples from the pull-down of a canonical miRNA clustered close to those from the corresponding isomiR pull-down, as expected given the similarity in their sequences. One miR-10b pull-down sample was excluded because it did not cluster with the other replicates. Microarray probes that detected expression above background (detection *P*-value <0.01) in all control samples were retained (n = 12,008). The lmFit and eBayes functions in the *limma* package [44] were used to test for differences in RNA abundance ('differential expression') between the pull-down samples and the controls. The FDR was calculated to account for multiple testing [45]. Probes that met the 5% FDR threshold (for one-sided tests) were considered significantly enriched in the pull-down. The transcripts (EnsEMBL V62) to which they matched exactly were considered putative targets of that miRNA.

### Analysis of published data on miRNA-mRNA interactions

These lists of targets were compared to results from published datasets, considering miRNA-target interactions that had been demonstrated by luciferase assays (Table S3 in Additional file 1) and by various high-throughput methods. Table S5 in Additional file 1 summarizes our analysis of the latter. To test whether the biotin pull-down targets were enriched in the target list from another study, a FET was applied to ask whether the biotin pull-down targets were more likely than non-targets to be in the target list from another study. Unless otherwise stated, reported one-sided *P*-values are from an upper-tailed test, and an OR >1 indicates that genes/transcripts/probes that are targets in our biotin pull-down are more enriched amongst the targets identified in the experiment being examined than those that are not targets in the pull-down.

Unless otherwise stated, reported one-sided *P*-values are from an upper-tailed test, which evaluates the hypothesis that the odds ratio, $\frac{w/x}{y/z}$, is greater than 1. Ambiguous genes/transcripts (those that were detected both by a probe that was significantly enriched and by a probe that was not) were excluded unless otherwise specified. Kolmogorov-Smirnov tests were conducted to compare the distribution of fold-change (expression in biotin pull-down/control) between canonical transcript targets inferred from published experiments and all other canonical transcripts (the canonical EnsEMBL transcript is the longest produced from a gene).

### *In silico* prediction of miRNA-binding sites

TargetScanS [1] was run on all EnsEMBL transcripts to find seed matches to the miRNAs of interest. A Perl script was also written to count matches to the centered site (11 bp sequence starting at position 3, 4 or 5 of the miRNA). For centered sites, we allowed GU wobble and up to one mismatch (MM) in the middle of the site. We divided the centered sites into four classes (WC 0MM, WC 1MM, GU 0MM, GU 1MM) for all analyses except those of the combined target sets of isomiRs and their canonical partners, in which we pooled all classes together.

### Statistical analysis of predicted binding sites and enrichment status

A FET was applied to ask whether transcripts containing at least one predicted binding site of a particular type were more likely than those with no site to be unambiguously classified as targets in the pull-down.

To investigate whether the location of the putative miRNA binding sites affected enrichment status, the following logistic regression model was fitted on the combined data from all pull-downs:

$$\begin{array}{l} \mathrm{logit}\left(p_{i,m}\right)=\ln\left(\frac{p_{i,m}}{1-p_{i,m}}\right)\\ \;\;=\beta_{0}+\beta_{1,1}x_{1,1,m.i}+\beta_{2,1}x_{2,1,m.i}+\ldots \\ \;\;+\beta_{j,k}x_{j,k,m.i} \end{array}$$

where *p*_*i,m*_ is the probability that the probe detecting transcript *i* is significantly enriched in the pull-down of miRNA *m*; *x*_*a,b,m,i*_ is the number of miR-*m* sites of type *a* in region *b* of transcript *i* (for example, miR-17-5p seed sites in the 3′ UTR); *β*_*a,b*_ is the coefficient (or weight) corresponding to that count and *β*_*0*_ is some constant. A value of *β*_*a,b*_ significantly greater than zero would indicate that, as the number of sites of type *a* in region *b* of a transcript increases, so too does the probability that the transcript is detected as significantly enriched in the pull-down. All coding transcripts with unambiguous enrichment status were included.

### Luciferase assays

Luciferase assays were carried out as previously described [8]. Briefly, complementary oligonucleotides corresponding to 54 nucleotides surrounding the miRNA binding site were annealed before being cloned into the *Spe*I and *Hin*dIII sites of pMIR-REPORT Luciferase (Ambion). A list of all oligonucleotides used is available in Table S6 in Additional file 1. All constructs were verified by capillary sequencing. HEK293T cells were co-transfected with 50 ng of a pMIR-REPORT Luciferase construct, 50 ng of pMIR-REPORT β-galactosidase (Ambion) and 10 nM of the appropriate mirVana miRNA mimic (Ambion/Life Technologies). After transfection, cells were incubated for 48 hours prior to harvesting. Luciferase activity was assayed using the Luciferase Assay System (Promega, Sydney, NSW, Australia), and detected on a Wallac 1420 luminometer (Perkin Elmer, Waltham, MA, USA). Transfection efficiency was assessed by β-galactosidase activity, using the β-Galactosidase Enzyme Assay System (Promega, Sydney, NSW, Australia), and detected on a PowerWave XS spectrophotometer (BioTek, Winooski, VT, USA).

### Quantitative RT-PCR

Primers used to determine whether transcripts were degraded after miRNA transfection are listed in Table S7 in Additional file 1. Cells were either mock-transfected, or transfected with biotinylated miRNAs as described in the Materials and methods section. RNA was purified from cell pellets using an RNeasy Mini Kit (QIAGEN). RNA integrity was assessed using an Agilent Bioanalyzer 2100, cDNA synthesis was carried out using random hexamer primers and SuperScript III (Invitrogen). qRT-PCR was performed using SYBR green PCR master-mix (Applied Biosystems) on an Applied Biosystems ViiA™ 7 Real time PCR system. Expression levels were calculated relative to those in the mock-transfected cells.

### Bio-layer interferometry

The generation and validation of the MDA-MB-231 miR-182-5p inducible cell line has been previously described [36]. miRNA expression was induced by the addition of 1 μg/ml doxycycline. Biotin-labeled miRNA duplexes were transfected into MDA-MB-231 cells using Dharmafect 4 (Thermo Fischer, Melbourne, VIC, Australia) according to the manufacturer’s instructions for this cell line. All cells were incubated in 5% CO_2_ for 48 hours prior to harvesting. RISC affinity purification was performed as previously described [46] with the following modifications: (i) the lysis buffer used was 10 mM Tris pH7.5 (Ambion), 10 mM KCl (Ambion), 1.5 mM MgCl_2_ (Ambion), 0.5 mM DTT (Invitrogen), 0.5% NP40 (Sigma Aldrich, Sydney, NSW, Australia), and 1X EDTA-free Complete protease inhibitor (Roche); (ii) cell lysates were cleared by centrifugation at 16,000 g for 30 minutes at 4°C. The miR-182-5p capture oligo and all binding site oligo sequences are shown in Table S8 in Additional file 1. Association and disassociation profiles were generated using the Octet Red (Forte Bio, Menlo Park, CA, USA) and streptavidin biosensors (Forte Bio) using the following parameters: lysis buffer for 60 seconds; RNA oligo for 10 minutes; saturated biotin (Sigma Aldrich) solution for 10 minutes; lysis buffer for 60 seconds; RISC solution for 10 minutes (association); lysis buffer for 10 minutes (disassociation). Wells were kept at 30°C, and rotated at 1,000 rpm to ensure a homogenous mix.

### Accession numbers

Data used in this manuscript are available from the Gene Expression Omnibus (GEO) under accession numbers GSE29101 (miR-10 family and mock transfection microarray data), GSE38593 (miR-182 microarray data), GSE40406 (miR-424 and miR-199a microarray data), and GSE55059 (all remaining microarray and sequencing data).

## Abbreviations

BLI: bio-layer interferometry; bp: base pair; CDS: coding sequence; ChIP: chromatin immunoprecipitation; CI: confidence interval; CLIP: crosslinking immunoprecipitation; FDR: false discovery rate; FET: Fisher’s exact test; HITS-CLIP: high-throughput sequencing of RNAs isolated by crosslinking immunoprecipitation; miRNA: microRNA; OR: odds ratio; PAR-CLIP: photoactivatable-ribonucleoside-enhanced crosslinking and immunoprecipitation; PCR: polymerase chain reaction; qRT-PCR: quantitative RT-PCR; RISC: RNA-induced silencing complex; UTR: untranslated region.

## Competing interests

This work was supported by Australian Research Council (ARC) Discovery Project Grants DP1093164 and DP0988754. NC is supported by an ARC Future Fellowship (FT120100453), and SMG is supported by a National Health and Medical Research Council (NHMRC) Senior Research Fellowship. AV is employed by a commercial company that supplies miRNA research and sequencing products. The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## Authors’ contributions

HCM analyzed the data and wrote the manuscript together with NC, who designed and supervised the study and conducted some of the experiments. SMG contributed to study design, supervision, and manuscript preparation. SW conducted the biotin pull-downs and AGO immuno-precipitations. ALS and KK performed the luciferase assays. KN ran the microarrays. EN performed the sequencing, and AV provided materials and assisted in experimental design. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Sequences of the biotinylated miRNA duplexes. **Table S2.** miRNA-target interactions demonstrated by reporter assay [8,17,47-112]. **Table S3.** Results from Fisher’s exact tests for over-representation of genes implicated as targets via miRNA over-expression experiments, PAR-CLIP or luciferase assays amongst the set of genes significantly enriched in the pull-downs (5% FDR). **Table S4.** Results from Fisher’s exact tests examining enrichment of transcripts with a certain site type amongst transcripts targeted by two related miRNAs. **Table S5.** Summary of analysis of published studies. **Table S6.** Primers used for construction of pMIR-REPORT luciferase assay constructs. **Table S7.** Primers used for qRT-PCR analysis of mRNAs after transient transfection with biotinylated miRNA-duplexes. **Table S8.** Oligos used for RISC affinity purification and bio-layer interferometry. Click here for file

Additional file 2: Figure S1 Biotin pull-downs enrich for predicted and previously validated targets of miRNAs. **(A)** Left: two different miRNA duplexes, hsa-miR-424-3p (blue) and hsa-miR-199b-5p (red), were transfected into HEK293T cells, independently replicated three times. Total RNA samples (dotted lines) and pull-down miRNA enrichments (solid lines) were assayed by microarray, and clustered using the plotSampleRelations function of lumi. There is a very close relationship between the total RNA samples, even though they have been transfected with two different miRNAs with very different targets. Right: correlation of HEK293T control RNA transfected with either miR-424-3p or miR-199b-5p miRNAs. This demonstrates that there is very little effect of either duplex in this cell line, and that there is no major disruption of the underlying genetic networks upon transfection at this concentration. **(B,C)** Volcano plots showing the significance of the difference in expression between the indicated pull-down and the mock-transfected control, for all transcripts expressed in control cells. Targets predicted by TargetScan or validated previously via luciferase assay are indicated by orange and green dots, respectively. (B) A comparison between miR-10a biotin pull-down in this study (left) and by Ørom *et al.*[17] (right). *P*-values for the enrichment of luciferase validated targets or TargetScan predicted targets are indicated. Red dashed lines indicated the significance threshold and the fold-change threshold used in this study. For the pull-downs performed by Ørom *et al*., no enrichment of known or predicted targets was observed. (C) Volcano plots for all 10 miRNAs/isomiRs used in this study. Click here for file

Additional file 3: Figure S2 Distribution of log2 fold-change values for the miRNAs/isomiRs used in this study. Canonical miRNAs are plotted as solid lines. IsomiRs are plotted as dashed lines. Click here for file

Additional file 4: Figure S3 Targets identified through PAR-CLIP show greater enrichment in the biotin pull-down. Cumulative distribution of log fold-change in the biotin pull-down for transcripts identified as targets via PAR-CLIP [12] or not. Red, canonical transcripts containing at least one CLIP cluster (Table S5 in Additional file 1); black, all other canonical transcripts; *p*, one-sided *P*-value from Kolmogorov-Smirnov test for a difference in distributions. Click here for file

Additional file 5: Figure S4 RT-PCR of genes previously confirmed by luciferase assay. The bar plot indicates the expression of the indicated gene in HEK293T cells transfected with miR-17-5p relative to mock-transfected cells. These genes had previously been shown to be targeted by miR-17-5p in luciferase assays. Error bars indicate 95% confidence intervals calculated over three biological replicates. Asterisks indicate significantly reduced expression compared to mock-transfected cells (one-sided *t*-test). Click here for file

Additional file 6: Figure S5 Distribution of binding sites in miRNA transcripts. Frequency histograms showing the distribution of the number of each site type per transcript, for each of the 10 miRNAs used in this study (Table 1). Click here for file

Additional file 7: Figure S6 Proportion of transcripts with miRNA binding sites. Proportion of transcripts with a predicted binding site for the biotinylated miRNA in each pull-down. SE, significantly enriched in pull-down (5% FDR). Click here for file

Additional file 8: Figure S7 Effect of site location on enrichment in the biotin pull-down. **(A)** The odds ratios from Fisher’s exact tests for an enrichment of transcripts with the indicated site type amongst the putative target set including all transcripts. **(B,C)** Bar plots show the coefficient estimates from a logistic regression of enrichment status on site density (C) or site count (B). Only canonical transcripts were included. Error bars indicate 95% confidence intervals. Click here for file

Additional file 9: Figure S8 Hierarchical clustering of microarray data. Clustering was performed using the plotSampleRelations function in the *lumi* package. Total vertical distance between samples indicates similarity. Arrays A and B were Illumina HT-12 version 4 arrays, and array C was version 3. The miR-10b pull-down sample that clustered on a different branch to the other miR-10a and miR-10b samples (miR-10b_arrayA_1: red circle) was excluded. Click here for file

# Supplementary material for: Imperfect centered miRNA binding sites are common and can mediate repression of target mRNAs
**Source:** Genome Biol. 2014 Mar 14;15(3):R51. doi: 10.1186/gb-2014-15-3-r51
**Supplement:** Additional file 1: Table S1 — Sequences of the biotinylated miRNA duplexes. Table S2. miRNA-target interactions demonstrated by reporter assay [8,17,47-112]. Table S3. Results from Fisher’s exact tests for over-representation of genes implicated as targets via miRNA over-expression experiments, PAR-CLIP or luciferase assays amongst the set of genes significantly enriched in the pull-downs (5% FDR). Table S4. Results from Fisher’s exact tests examining enrichment of transcripts with a certain site type amongst transcripts targeted by two related miRNAs. Table S5. Summary of analysis of published studies. Table S6. Primers used for construction of pMIR-REPORT luciferase assay constructs. Table S7. Primers used for qRT-PCR analysis of mRNAs after transient transfection with biotinylated miRNA-duplexes. Table S8. Oligos used for RISC affinity purification and bio-layer interferometry.

**Supplementary Table 1.** Sequences of the biotinylated miRNA duplexes. A mismatch (indicated in bold) was incorporated into the reverse strand at position 2 so that the forward strand would be preferentially incorporated into RISC. B: biotin with a C6 spacer arm.

| **miRNA** | **Forward Strand** | **Reverse Strand** |
| --- | --- | --- |
| *miR-17-5p* | 5’-C**A**AAGUGCUUACAGUGCAGGUAG-B-3’ | 5’-ACCUGCACUGUAAGCACUU**A**GAG-3’ |
| *miR-17-5p-iso* | 5’-U**C**AAAGUGCUUACAGUGCAGGUA-B-3’ | 5’-CCUGCACUGUAAGCACUUU**A**AAG-3’ |
| *miR-182* | 5’-U**U**UGGCAAUGGUAGAACUCACACU-B-3’ | 5’-UGUGAGUUCUACCAUUGCCAU**A**AG-3’ |
| *miR-182-iso* | 5’-U**G**GCAAUGGUAGAACUCACACU-B-3’ | 5’-UGUGAGUUCUACCAUUGC**G**AAG-3’ |
| *miR-10a* | 5’-U**A**CCCUGUAGAUCCGAAUUUGUG-B-3’ | 5’-CAAAUUGGGAUCUACAGGG**C**AAG-3’ |
| *miR-10a-iso* | 5’-A**C**CCUGUAGAUCCGAAUUUGUGU-B-3’ | 5’-ACAAAUUGGGAUCUACAGG**A**UAG-3’ |
| *miR-10b* | 5’-U**A**CCCUGUAGAACCGAAUUUGUG-B-3’ | 5’-CAAAUUGGGUUCUACAGGG**C**AAG-3’ |
| *miR-10b-iso* | 5’-A**C**CCUGUAGAACCGAAUUUGUGU-B-3’ | 5’-ACAAAUUGGGUUCUACAGG**A**UAG-3’ |
| *miR-27a* | 5’-U**U**CACAGUGGCUAAGUUCCGC-B-3’ | 5’-GGAACUUAGCCACUGUG**C**AAG-3’ |
| *miR-23b* | 5’-A**U**CACAUUGCCAGGGAUUACC-B-3’ | 5’-UAAUCCCUGGCAAUGUG**C**UAG-3’ |

**Supplementary Table 2.** MiRNA-target interactions demonstrated by reporter assay. The genes targeted by the specified miRNAs are identified by their HUGO gene symbol. "Reference": the published study describing the interaction. "Expressed": whether or not the genes were expressed above background in HEK293T cells. "Pull-down": whether or not the interaction was observed in the corresponding biotinylated miRNA pull-down in this study, specifically whether the gene was detected by an Illumina probe that was significantly enriched in the pull-down. "Cell type": the cell line that was used in the original published study. For this study, all pull-downs were conducted in HEK293T cells.

aDetected by at least one Illumina probe that was significantly enriched and at least one Illumina probe that was not. These genes were classed as “ambiguous” in Supplementary Table 3.

bAlthough these genes are listed twice in this table (because they were verified in different studies), they were each only counted once in the Fisher’s Exact Test.

**Supplementary Table 3.** Results from Fisher’s Exact Tests for over-representation of genes implicated as targets *via* miRNA over-expression experiments, PAR-CLIP or luciferase assays amongst the set of genes significantly enriched in the pull-downs (5% FDR). Red text indicates that the p-value for that test did not reach statistical significance. OR refers to the odds ratio. 95% CI (L) and 95% CI (U) refer to the lower and upper ranges of the 95% confidence interval of the odds ratio, respectively.

| **method** | **miRNA** | **FET results (ambiguous excluded)** | | | | **FET results (ambiguous counted)** | | | | **target in other dataset** | | | **not target in other dataset** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **OR** | **95% CI (L)** | **95% CI (U)** | **one-sided p-value** | **OR** | **95% CI (L)** | **95% CI (U)** | **one-sided p-value** | **pull-down target** | **not pull-down target** | **Ambig-uous** | **pull-down target** | **not pull-down target** | **ambiguous** |
| luciferase assays | *miR-10a* | 5.90 | 2.1 | 16.3 | 1.52E-03 | 5.92 | 2.3 | 15.4 | 4.91E-04 | 7 | 8 | 2 | 1085 | 7317 | 306 |
| *miR-10b* | 1.36 | 0.3 | 6.6 | 4.80E-01 | 1.10 | 0.2 | 5.3 | 5.83E-01 | 2 | 7 | 0 | 1451 | 6919 | 346 |
| *miR-17-5p* | 5.16 | 2.0 | 13.5 | 3.13E-03 | 5.97 | 2.6 | 13.8 | 1.84E-04 | 6 | 14 | 3 | 652 | 7856 | 194 |
| *miR-182* | 8.59 | 2.6 | 28.2 | 9.12E-04 | 6.88 | 2.1 | 22.6 | 2.55E-03 | 6 | 5 | 0 | 1036 | 7421 | 258 |
| *miR-23b* | 5.94 | 2.6 | 13.5 | 7.19E-05 | 4.79 | 2.1 | 10.9 | 3.86E-04 | 11 | 12 | 0 | 1127 | 7303 | 272 |
| *miR-27a* | 8.90 | 2.2 | 35.7 | 5.26E-03 | 10.05 | 2.8 | 35.7 | 6.38E-04 | 4 | 4 | 2 | 852 | 7584 | 280 |
| ***combined*** | 5.15 | 3.4 | 7.9 | 6.18E-12 | 4.86 | 3.2 | 7.3 | 1.01E-12 | 36 | 50 | 7 | 6203 | 44400 | 1656 |
| TargetScan predictions | *miR-10a* | 3.53 | 2.6 | 4.9 | 1.51E-13 | 3.21 | 2.4 | 4.4 | 1.34E-12 | 68 | 93 | 6 | 1463 | 7071 | 290 |
| *miR-10a-iso* | 1.53 | 1.0 | 2.4 | 3.49E-02 | 1.54 | 1.0 | 2.3 | 1.64E-02 | 32 | 63 | 6 | 2113 | 6380 | 390 |
| *miR-10b* | 3.02 | 2.2 | 4.2 | 1.99E-10 | 3.03 | 2.2 | 4.2 | 1.10E-11 | 66 | 81 | 13 | 1802 | 6677 | 345 |
| *miR-10b-iso* | 2.32 | 1.5 | 3.5 | 7.92E-05 | 1.87 | 1.2 | 2.8 | 2.42E-03 | 37 | 65 | 0 | 1668 | 6807 | 408 |
| *miR-17-5p* | 5.21 | 4.3 | 6.3 | 2.09E-56 | 4.65 | 3.9 | 5.5 | 8.76E-57 | 197 | 378 | 33 | 746 | 7463 | 231 |
| *miR-17-5p-iso* | 6.75 | 5.2 | 8.8 | 3.51E-42 | 6.23 | 4.9 | 8.0 | 9.57E-43 | 120 | 124 | 15 | 1067 | 7449 | 234 |
| *miR-182* | 2.18 | 1.8 | 2.6 | 2.41E-18 | 1.82 | 1.7 | 2.4 | 7.19E-17 | 229 | 451 | 26 | 1525 | 6540 | 295 |
| *miR-182-iso* | 5.35 | 3.9 | 7.3 | 5.63E-23 | 4.60 | 3.4 | 6.2 | 1.39E-20 | 75 | 93 | 5 | 1118 | 7425 | 271 |
| *miR-23b* | 2.77 | 2.4 | 3.3 | 7.05E-31 | 2.57 | 2.2 | 3.0 | 6.10E-30 | 251 | 447 | 39 | 1348 | 6656 | 333 |
| *miR-27a* | 3.07 | 2.6 | 3.6 | 2.40E-37 | 2.96 | 2.5 | 3.5 | 3.27E-40 | 266 | 412 | 55 | 1385 | 6581 | 349 |
| ***combined*** | 2.96 | 2.7 | 3.2 | 8.84E-180 | 2.78 | 2.6 | 3.0 | 7.76E-179 | 1341 | 2207 | 198 | 14235 | 69049 | 3146 |
| miRNA over-expression | *miR-17-5p* | 2.90 | 2.2 | 3.9 | 1.54E-11 | 2.47 | 1.9 | 3.2 | 6.99E-10 | 67 | 205 | 9 | 856 | 7588 | 282 |
| *miR-17-5p* | 2.87 | 2.0 | 4.1 | 6.09E-08 | 2.46 | 1.8 | 3.4 | 6.38E-07 | 43 | 133 | 6 | 856 | 7588 | 282 |
| PAR-CLIP | *miR-17-5p* | 3.05 | 2.2 | 3.4 | 1.27E-17 | 2.86 | 2.2 | 3.2 | 5.17E-20 | 131 | 524 | 31 | 673 | 7440 | 191 |
| *miR-182* | 1.30 | 1.1 | 1.6 | 8.26E-03 | 1.35 | 1.1 | 1.6 | 1.28E-03 | 154 | 505 | 31 | 1507 | 6538 | 255 |
| *miR-27a* | 2.48 | 1.9 | 3.1 | 1.56E-09 | 2.76 | 2.1 | 3.2 | 8.48E-15 | 107 | 227 | 34 | 1335 | 6967 | 320 |
| *miR-23b* | 1.72 | 1.4 | 2.5 | 2.24E-03 | 2.11 | 1.6 | 2.8 | 1.53E-06 | 66 | 179 | 24 | 1363 | 7060 | 298 |
| *miR-10a* | 1.30 | 0.9 | 2.0 | 1.54E-01 | 1.44 | 1.0 | 2.1 | 4.68E-02 | 33 | 117 | 9 | 1448 | 7105 | 278 |
| *miR-10b* | 1.97 | 1.3 | 3.3 | 1.30E-02 | 2.15 | 1.4 | 3.3 | 2.02E-03 | 23 | 85 | 6 | 1013 | 7667 | 196 |
| *miR-17-5p-iso* | 2.40 | 1.9 | 3.2 | 4.05E-08 | 2.67 | 2.1 | 3.4 | 2.89E-12 | 85 | 254 | 24 | 1000 | 7427 | 200 |
| *miR-182-iso* | 1.37 | 1.1 | 1.8 | 2.83E-02 | 1.44 | 1.1 | 1.8 | 5.36E-03 | 71 | 351 | 19 | 1044 | 7266 | 239 |
| *miR-10a-iso* | 1.70 | 1.2 | 2.4 | 9.31E-03 | 1.76 | 1.3 | 2.4 | 2.19E-03 | 39 | 163 | 10 | 1051 | 7483 | 244 |
| *miR-10b-iso* | 1.55 | 1.2 | 3.2 | 1.20E-01 | 2.03 | 1.5 | 3.4 | 5.98E-03 | 19 | 128 | 8 | 617 | 8070 | 148 |
| ***combined*** | 1.85 | 1.7 | 2.1 | 3.94E-32 | 1.99 | 1.8 | 2.1 | 2.44E-50 | 728 | 2533 | 196 | 11051 | 73023 | 2369 |

**Supplementary Table 4.** Results from Fisher's exact tests examining enrichment of transcripts with a certain site type amongst transcripts targeted by two related miRNAs. These tests were based only on probes that bound to a single canonical transcript with a single site type. Group A contains transcripts significantly enriched in the pull-downs of both indicated miRNAs, whereas Group B contains those significant only in the pull-down of the single indicated miRNA. We expected to see a significant p-value in the cells shaded light grey. Thus, we would expect transcripts targeted by, for example, miR-10a and miR-10a-iso, to be depleted of seed sites (which differ between them) relative to transcripts targeted by only miR-10a or only miR-10a-iso. OR refers to the odds ratio. 95% CI (L) and 95% CI (U) refer to the lower and upper ranges of the 95% confidence interval of the odds ratio, respectively.

| **Group A** | **Group B** | **Site** | **Upper-tailed**  **p-value** | **Lower-tailed**  **p-value** | **OR** | **95% CI (L)** | **95% CI (U)** | **Confirms expectations** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *miR-10a*  *vs*  *miR-10b* | 10a | seed | 2.02E-03 | 9.99E-01 | 2.14 | 1.28 | 3.58 | Yes |
| 10b | seed | 5.33E-32 | 1.00E+00 | 11.57 | 7.19 | 18.74 | Yes |
| 10a | centered | 9.94E-01 | 7.94E-03 | 0.75 | 0.59 | 0.94 | Yes |
| 10b | centered | 1.00E+00 | 4.68E-04 | 0.64 | 0.50 | 0.83 | Yes |
| *miR-10a*  *vs*  *miR-10a-iso* | 10a | seed | 2.07E-01 | 8.58E-01 | 1.27 | 0.77 | 2.11 | No |
| 10a-iso | seed | 9.90E-01 | 2.12E-02 | 0.53 | 0.29 | 0.95 | Yes |
| 10a | centered | 1.69E-02 | 9.88E-01 | 1.30 | 1.03 | 1.65 | Yes |
| 10a-iso | centered | 2.82E-06 | 1.00E+00 | 2.07 | 1.51 | 2.85 | Yes |
| *miR-10b*  *vs*  *miR-10b-iso* | 10b | seed | 4.28E-01 | 6.49E-01 | 1.06 | 0.71 | 1.57 | No |
| 10b-iso | seed | 9.98E-01 | 5.04E-03 | 0.49 | 0.29 | 0.84 | Yes |
| 10b | centered | 1.48E-03 | 9.99E-01 | 1.52 | 1.16 | 1.99 | Yes |
| 10b-iso | centered | 1.11E-03 | 9.99E-01 | 1.78 | 1.24 | 2.56 | Yes |
| *miR-182*  *vs*  *miR-182-iso* | 182 | seed | 6.05E-01 | 5.06E-01 | 0.97 | 0.56 | 1.68 | No |
| 182-iso | seed | 8.14E-01 | 2.63E-01 | 0.82 | 0.50 | 1.36 | No |
| 182 | centered | 1.87E-02 | 9.88E-01 | 1.45 | 1.04 | 2.04 | Yes |
| 182-iso | centered | 9.40E-07 | 1.00E+00 | 2.08 | 1.54 | 2.80 | Yes |
| *miR-17-5p*  *vs*  *miR-17-5p-iso* | 17-5p | seed | 9.96E-01 | 1.10E-02 | 0.40 | 0.19 | 0.84 | Yes |
| 17-5p-iso | seed | 2.12E-01 | 8.51E-01 | 1.25 | 0.78 | 2.02 | No |
| 17-5p | centered | 1.19E-03 | 9.99E-01 | 2.09 | 1.32 | 3.32 | Yes |
| 17-5p-iso | centered | 1.83E-01 | 8.61E-01 | 1.20 | 0.84 | 1.71 | No |

**Supplementary Table 5.** Summary of analysis of published studies.

| **miRNA** | **Method** | **Cell type** | **Platform** | **Reference** | **Data analysis** | **Criteria to consider a gene/transcript as a miRNA target** |
| --- | --- | --- | --- | --- | --- | --- |
| *all* | PAR-CLIP | HEK293 | high-throughput sequencing | Hafner *et al.* 2010 [11] | Obtained stringent CLIP clusters with biological complexity > 1 (a measure of reproducibility used by Chi *et al.* [16]) from starBase [59] ; searched for seed and centered sites within clusters that overlapped Ensembl transcripts | Canonical transcript contained a robust cluster (biological complexity > 1 and > 4 tags) that covered a predicted binding site for that miRNA |
| *miR-17-5p* | transfection with pre-miR-17-5p vs. mock-transfections | HUVECs | microarray (Affymetrix Human Genome U133 Plus 2.0 Array) | Doebele *et al.* 2010 [14] | Downloaded the RMA-normalized data from GEO (GSE20745)**;** did analysis of differential expression as described in Methods | HGNC gene detected by a probe with adjusted one-sided p-value < 0.15 (after multiple-testing correction, the lowest p-value for repression was 0.10) |
| *miR-17-5p* | transfection with pre-miR-17-5p vs. mock-transfections | HCT116 Dicer -/- cells | microarray (Rosetta/Merck Human 44k 1.1 microarray) | Ivanovska *et al.* 2008 [15] | Downloaded data from GEO (GSM371207); this had been pre-processed in Rosetta; retained probes with a quality score of 1; used p-value for differential expression generated by Rosetta | HGNC gene detected by a probe with a nominal two-sided p < 0.01 that was expressed more highly in controls |

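The inserts read from the oligonucleotides of Table S6 are 56 nt long and hold a predicted site, and the probe values below are those of the gene it was taken from. The insert from CTDNEP1 (named DULLARD in the table), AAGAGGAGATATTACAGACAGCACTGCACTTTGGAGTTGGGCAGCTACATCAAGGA, holds the 7mer-m8 seed match GCACTTT of miR-17-5p and also the seed match CACTTTG of its isomiR. CTDNEP1 had a log2 difference from the unrelated pull-downs of -0.31 with miR-17-5p (adjusted p = 0.563 from limma) and of 3.10 with miR-17-5p-iso (adjusted p = 0.000225). With all other pull-downs as comparator, CTDNEP1 was lower with miR-17-5p (-1.08, adjusted p = 0.0444). The insert from DYNLT1, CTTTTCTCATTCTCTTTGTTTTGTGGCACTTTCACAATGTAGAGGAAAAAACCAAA, holds GCACTTT and no seed match of the isomiR, as do those from APH1A, AKT1 and FOXA1. GCACTTT overlaps the isomiR's seed match CACTTTG in all of its bases but the last. These inserts can therefore still pair with most of the isomiR's seed region. FOXA1, a pioneer transcription factor, had a difference of -0.26 with miR-17-5p (adjusted p = 0.274). The insert from PRKAG1, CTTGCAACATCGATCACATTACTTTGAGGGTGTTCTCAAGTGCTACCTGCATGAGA, holds TTGAGGGTGTT, a centered site of both miR-17-5p and the isomiR, and the 7mer-1a seed match ACTTTGA of the isomiR. With the isomiR the gene was 0.86 higher (standard error 0.17, adjusted p = 0.0133 from limma). The other centered sites for miR-17-5p are ATTCTGGGCAT in MAPK3, ATTGTGAGCAC in RPIA, TGTGGGTATTT in RPP21, GCTGTGGGCAT in TSPAN4 and TTCTGGGTGTT in SKP2. Those in RPP21 and SKP2 are also centered sites of the isomiR, which has GTGGGCATCTT in TSPAN4 and none in MAPK3 or RPIA. RPP21, a subunit of ribonuclease P, was 1.01 higher with miR-17-5p (standard error 0.16, adjusted p = 0.00475) and 0.96 with the isomiR (adjusted p = 0.00578), while TSPAN4, a tetraspanin, had differences of 0.16 and 0.08 and SKP2, of a ubiquitin ligase, of -0.30 and -0.56, which did not pass. For miR-27a, the seed match CTGTGAA lies in the inserts from FYN, CNOT7 and LEF1 and ACTGTGA in that from E2F6, and the centered sites include CCTGGTTGCTG in MAP2K3, TATAGTTATTG in MAPKAPK5, TTGGCTGCTGT in RALB, TGCTCACTGTG in PRKCI, CTGAGCCACTG in PPARG, TGTGGCCGCTG in TGFBR2 and CTCAGCCGCTG in PPP2R5C. All centered sites named here for miR-17-5p and its isomiR contain G-U pairs. Those in MAPK3, PRKAG1 and SKP2 also hold a mismatch, as does the isomiR's in TSPAN4. Of the miR-27a sites named, all but that in PPARG contain G-U pairs and all but that in RALB a mismatch. Such loose matches of miR-17-5p also occur in inserts cloned for other miRNAs, those from PRKCD, E2F6 and TGFBR2. With the isomiR, PRKAG1 did not pass without miR-17-5p-iso replicate 3 (0.79, adjusted p = 0.0769) or with all other pull-downs as comparator (0.51, adjusted p = 0.122). SKP2 passed with the isomiR without miR-17-5p replicate 2 (-0.56, adjusted p = 0.0354) or miR-17-5p-iso replicate 1 (-0.73, adjusted p = 0.0442), and FOXA1 with miR-17-5p without miR-17-5p replicate 2 (-0.43, adjusted p = 0.0408).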

**Supplementary Table 6.** Primers used for construction of pMIR-REPORT luciferase assay constructs.

**Supplementary Table 7.** Primers used for qRT-PCR analysis of mRNAs after transient transfection with biotinylated miRNA-duplexes.

| **Gene Symbol**  **(primer pair)** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| RBL1 | GTAGCACTGGGGCTCAGGTA | GTACCACCGCCATTCAGAGT |
| PKD2 | TCCATGTGTATCGACCATGTG | TTTTGCAAGTGAAATGAAAAACA |
| MAPK9 | GCAGGCAATCCTATCAGGTC | CCTGAAATGCTTGGGAGTTG |
| TSG101 (A) | TTTGTGGTTTGCAAGGTCAG | GGCGTGATAGACCTGGATGT |
| TSG101 (B) | CTGTTTACGGGACAGAAGACG | GGCGTGATAGACCTGGATGT |
| HIF1A (A) | TGCCAGCTCAAAAGAAAACA | ACCAACAGGGTAGGCAGAAC |
| HIF1A (B) | CAGAAACCTACTGCAGGGTGA | GAGCCACCAGTGTCCAAAAA |
| KPNA2 (A) | CACAAAAGGAAGCTGTGTGG | CGGTTCTATTATGCCACAGTGA |
| KPNA2 (B) | TGTGGTTTGTTACTGTAGCACTTTT | CCTAGTCAGAGGACAAGCTTCA |
| KPNA2 (C) | CACAAAAGGAAGCTGTGTGG | CAGGATGCTGCAAGATAGGA |

**Supplementary Table 8.** Oligos used for RISC affinity purification and bio-layer interferometry.

| **Name** | **Sequence (5’ – 3’)** | **Comments** |
| --- | --- | --- |
| 182 capture | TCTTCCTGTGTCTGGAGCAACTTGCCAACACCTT | 2-O-me modified DNA, biotin labeled at 5’ end. |
| 182 competitor | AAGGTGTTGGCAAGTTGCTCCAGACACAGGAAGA | DNA |
| 182 seed | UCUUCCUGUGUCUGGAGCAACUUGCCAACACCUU | RNA, biotin labeled at 5’ end |
| 182 perfect | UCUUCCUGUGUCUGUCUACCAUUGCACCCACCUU | RNA, biotin labeled at 5’ end |
| 182 imperfect | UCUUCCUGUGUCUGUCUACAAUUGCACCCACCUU | RNA, biotin labeled at 5’ end |
| 182 imperfectGU | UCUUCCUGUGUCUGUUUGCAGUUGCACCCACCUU | RNA, biotin labeled at 5’ end |
| 182 3-prime | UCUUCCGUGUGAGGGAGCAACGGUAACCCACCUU | RNA, biotin labeled at 5’ end |

How the deposited data were processed for this re-analysis (not part of the article)

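The samples are 13 libraries of mRNA captured on streptavidin from HEK293T cells transfected with biotinylated miRNA duplexes: 3 each for miR-17-5p, miR-17-5p-iso and miR-27a and 2 each for miR-23b and miR-182-iso. Each was hybridized to an Illumina HT-12 bead array. The paper states that arrays of more than 1 version were used, and which library was on which array is not given in the sources used here. The authors processed the signals with lumi 2.2.1, by background adjustment, variance-stabilizing transformation and robust spline normalization, and kept probes detected at a p under 0.01 in all mock-transfected controls. The table of normalized values holds 12007 probes. The authors made its log2 values from the scanned signals by these steps before depositing them. They lie on the scale of the variance-stabilizing transformation, close to log2 for bright probes and compressed for dim ones, so differences of dim probes are understated. A second table holds non-normalized signals in 26 columns per probe, 13 signals and 13 detection p-values, whose names match no sample, so it was not used. The plan had been to normalize those signals anew with neqc; the deposited normalized values were used in its place, with the same tests. Scanner settings and the summary of beads are not given in the sources used here.

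Gene symbols come from the annotation of the deposited table, matched to the RefSeq gene table by gene ID for 10442 probes, with 2 symbols updated; the gene table follows the assembly GRCh38.p14. Of the 12007 probes, 1 has several symbols and 1562 have none; 1791 of the 8378 genes have several probes, and the probe with the highest mean signal represents the gene. No library pair had identical values. No genome or transcript sequences were used, so transcripts were not searched for binding sites and no coordinates are given; seed and centered matches were looked for only in the cloned inserts of Table S6.

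Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit, contrasts and eBayes) in 1 model of 5 groups, so that all libraries share the estimate of the spread. Each pull-down was compared with the mean of the unrelated miRNA families, weighted equally, with miR-17-5p and miR-17-5p-iso first averaged into 1 family, and miR-17-5p also directly with miR-17-5p-iso; since the paper compares with mock-transfected controls, these are different contrasts. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all probes, with calls at 0.05. The 2 lists of probes higher with miR-17-5p and with its isomiR were compared by Fisher's exact test, with simulated unchanged groups and split comparator libraries beside it. These show what shared noise of the comparator libraries gives. Neither takes account of real differences between the unrelated pull-downs, which shift both comparisons alike. Libraries were compared by Pearson correlation, average-linkage clustering and principal components. Reporter-tested targets of Table S2 were compared with other genes by a Mantel-Haenszel test over the 4 lists. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

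The gene lists were nuclear-encoded oxidative phosphorylation, cytosolic ribosomal proteins, RAS/MAPK, TGFβ/BMP and PI3K/AKT signaling, G1/S control, apoptosis, heat shock and ER stress, interferon-stimulated genes, miRNA silencing machinery, biotin enzymes and transport, replication-dependent histones, nuclear and snoRNA host RNAs and markers of other cell types, together with the genes that the paper tested by luciferase assay, by qRT-PCR, in AGO2 fractions or for unannotated exons. Each list was counted over all probes and adjusted over the list alone, and tested with limma's camera, with a preset correlation of 0.01 and with an estimated one. The AGO2-fraction list has the same 3 measured genes as the miR-17-5p seed-site list, and therefore the same results. Genes are named if the paper or its supplementary tables name them for these miRNAs, if they are among the 10 largest positive or 5 largest negative differences of a comparison among called probes whose libraries all lie beyond every comparator library, if they are among the 10 largest in each direction in miR-17-5p against miR-17-5p-iso, or if they are among the 2 to 4 largest called members of a gene list; the published values in the paper's tables had been seen when this rule was written.

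On simulated data with the spread of these libraries, limma recovered 68 to 90% of probes given a log2 difference of 1 and 94 to 98% of those given 1.5, and 3.40 to 7.98% of its calls were false. The simulated noise was independent between probes and libraries, whereas the real libraries share deviations, so these rates need not hold for them. The alternatives tried were the replicate number as a block, all other pull-downs as comparator, a stricter adjusted p of 0.01, one-sided tests, Spearman correlation, only the 6 libraries of miR-17-5p and its isomiR, and leaving out each library in turn. Quantile normalization of the deposited values, only probes with a mean of at least the median probe's, and leaving out both miR-182-iso libraries were added after the data had been seen.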

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

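Of the tests in this part, the percentage of called probes without miR-17-5p replicate 2, the seed matches in cloned sites and the correlations by replicate number were chosen only after the result had been seen. The genes listed first differed between the miR-17-5p and the miR-17-5p-iso pull-down by a direct test in limma, 10 in each direction with the largest differences of those that passed. Higher with miR-17-5p, on the log2 scale, were NABP1 (1.76), EXOSC1 (1.64), EMC6 (1.53; its other probes, at 0.68 and 1.19, did not pass), PPIH (1.52), STAMBPL1 (1.50), NPC2 (1.39), HAND1 (1.27), ALDOA (1.14; other probe 0.96, not passing), NDUFAF3 (1.02) and ACLY (1.01; other probe 0.71, not passing). Higher with the isomiR were CTDNEP1 (-3.41), ZNF518A (-2.95), GMEB2 (-2.57), SLC2A3 (-2.26), TBC1D9 (-2.17), NUFIP2 (-2.16), CRTC2 (-2.11), HCCS (-1.96), MYLIP (-1.96) and TBL1X (-1.95). NABP1, CTDNEP1, ZNF518A, GMEB2, SLC2A3 and NUFIP2 passed with each of the 13 libraries left out in turn, but on the 6 libraries of the 2 pull-downs alone limma called 0 probes, with 1215 at an unadjusted p under 0.05 and a lowest adjusted p of 0.116, so all 20 genes lose their call there. Without miR-17-5p-iso replicate 3 the adjusted p was 0.0804 for CRTC2 (-1.87), 0.0686 for EMC6 (1.47), 0.0574 for EXOSC1 (1.45), 0.0666 for HAND1 (1.35), 0.0946 for HCCS (-1.73), 0.0563 for MYLIP (-1.86), 0.101 for NDUFAF3 (1.01), 0.0942 for NPC2 (1.26), 0.0771 for PPIH (1.46), 0.118 for TBC1D9 (-1.90), 0.0774 for TBL1X (-1.98), 0.182 for ACLY (0.97), 0.0942 for ALDOA (1.24) and 0.193 for STAMBPL1 (1.38). Without miR-17-5p-iso replicate 1 it was 0.0695 for CRTC2 (-1.95), HAND1 (1.24) and NPC2 (1.38), 0.0821 for HCCS (-1.91), 0.0812 for NDUFAF3 (1.03), 0.101 for TBC1D9 (-2.05) and ALDOA (0.97), 0.134 for ACLY (0.97) and 0.0903 for STAMBPL1 (1.64), and without miR-17-5p-iso replicate 2 it was 0.0713 for STAMBPL1 (1.48). Without miR-17-5p replicate 3 it was 0.0742 for NDUFAF3 (0.96), 0.0500 for TBL1X (-1.91), 0.125 for ACLY, 0.108 for ALDOA (1.02) and 0.143 for STAMBPL1 (1.37), and without miR-17-5p replicate 2 it was 0.0571 for TBC1D9 (-2.07), 0.0818 for ACLY (0.96) and 0.0825 for STAMBPL1 (1.28). Without a library of another pull-down the differences do not change, but with fewer libraries to estimate the spread the adjusted p was 0.0503 for NDUFAF3, 0.0569 for TBC1D9, 0.0732 for ACLY, 0.0617 for ALDOA and 0.0689 for STAMBPL1 without miR-23b replicate 1 or 2, 0.0649 for STAMBPL1 without miR-27a replicate 1, 0.0525 for ALDOA and STAMBPL1 without miR-27a replicate 2, 0.0662 for ACLY and STAMBPL1 and 0.0529 for ALDOA without miR-27a replicate 3, and 0.0706 for ACLY, 0.0525 for ALDOA and 0.0723 for STAMBPL1 without miR-182-iso replicate 1 or 2.

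Most probes that differ in this contrast are higher with the isomiR, 94 against 39. Whether replicate 2 of miR-17-5p, which clusters apart, makes their differences large stays open: over these 94 probes the median difference from replicates 1 and 3 alone was 0.905 times that from all 3, but the probes had passed with replicate 2 included, so replicates that go together were part of how they were picked. It may set which direction the majority takes: without it 59.88% of the called probes were higher with miR-17-5p, against 29.3% with all libraries and 11.1 to 31.7% with any of the other 12 libraries left out. Whether the miR-17-5p pull-down had a lower yield for all of its targets stays open. Of the 276 probes higher in both pull-downs, a share of 0.536 were lower with miR-17-5p (exact 95% interval 0.476 to 0.596). The probes that passed in both therefore showed little shift towards the isomiR. But they had to pass with miR-17-5p, so targets that a lower yield kept under the threshold are missing. The interval also treats the probes as independent, which they are not. Recruitment by the isomiR's own seed match, the biological explanation that the design offers, stays open. The 2 measured genes whose cloned site holds it went opposite ways, CTDNEP1 at -3.41 and PRKAG1 at 0.56. PRKAG1 did not pass in limma (adjusted p = 0.254), but passed without miR-17-5p replicate 2 (0.80, adjusted p = 0.0495). The median of the 2 genes, -1.42 against 0.06 for the 9 without the match, therefore rests on CTDNEP1, and at least 3 genes were needed to decide. The insert from CTDNEP1 also holds the seed match of miR-17-5p, and that from PRKAG1 a centered site of both miR-17-5p and the isomiR. Among the 9 genes, the inserts from DYNLT1, APH1A, AKT1 and FOXA1 hold GCACTTT, which overlaps the isomiR's match CACTTTG in all but its last base. The 9 are therefore no clean contrast.

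The miR-182-iso and miR-27a pull-downs lie at opposite ends of the main axis of variation between libraries. Whether the normalization left a signal-dependent difference stays open. The difference between these pull-downs had a Spearman correlation of -0.0659 with the mean signal over all probes. With probes grouped by mean signal, its median ran from -0.0608 to 0.0345. Little trend with signal was therefore left over all probes. But robust spline normalization had already fitted the libraries to each other along the signal, so small values were likely beforehand. They also cannot show a signal-dependent difference confined to some of the probes. More carry-over of abundant housekeeping mRNAs with miR-182-iso cannot be told apart from target capture: 22 of 65 ribosomal protein genes were higher and 4 lower with miR-182-iso than with miR-27a (median 0.56), and 28 of 51 genes of oxidative phosphorylation were higher and 2 lower (median 0.78), but with an estimated correlation camera's p was 0.0559 for oxidative phosphorylation and 0.429 for ribosomal proteins. That the 2 miRNAs bind different mRNAs is the biological explanation, which the design confounds with any handling that differed between the pull-downs, and it was not tested.

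Deviations of the libraries from the mean of their pull-down are shared between pull-downs, and their first component holds 40.4% of the remaining variance. Handling by replicate number, as the libraries are numbered, is argued against for the 13 libraries as a whole, since same-numbered libraries had correlations of deviations down to -0.334, but joint handling in sets that the numbers match only in part stays open: among the 4 pull-downs other than miR-17-5p 12 of the 13 same-numbered pairs lay over 0.1, with a mean of 0.357 and a lowest of 0.0568, under the 0.1 asked of each pair, and the pairs under -0.1 all come from replicates 1 and 2 of miR-17-5p, of which replicate 2 went with the replicates 1 of the other pull-downs (0.292 to 0.516) and replicate 1 with their replicates 2 (0.141 to 0.321). Deviations sum to zero within a pull-down, so these pairs are fewer independent values than their number, and no test against chance was run on them. Carry-over of abundant housekeeping mRNAs that varied between libraries is a candidate explanation that the values meet: the mean loading of the ribosomal protein genes on this component lay at percentile 100 of 10000 random lists matched on signal, as did that of oxidative phosphorylation. Genes of these lists vary together for any reason, so random lists are a narrow yardstick, and no biological explanation was tested, since the replicates of a pull-down have no condition that differs.

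For the counts of higher probes, none of the other splits tried gave as many for miR-17-5p or miR-27a. The count was 641 for miR-17-5p against at most 350 in the others (1 of 100 splits as large, the real one included). It was 1830 for miR-27a against at most 367 (1 of 100). For miR-17-5p-iso chance cannot be excluded (614 against at most 1318, 5 of 100). The other splits mix pull-downs that differ, with a median count of 0, so they show only that libraries group by pull-down. They cannot tell capture by a duplex from handling that differed between pull-downs. The split with 1318 joins miR-17-5p-iso replicate 2 with both miR-182-iso libraries and so points to a structure of the samples, the distance of the miR-182-iso libraries from the rest. For miR-17-5p against its isomiR, 3 libraries against 3 give only 10 splits, too few for a share under 0.05; the real split called 133 probes and the highest other 1.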

How the results depend on the processing

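Quantile normalization, the restriction to brighter probes and the leaving out of both miR-182-iso libraries were chosen after the data had been seen; the causes of the changes below were not tested, except that a stricter threshold leaves fewer calls by construction. In the order miR-17-5p, miR-17-5p-iso, miR-23b, miR-27a, miR-182-iso, canonical against isomiR and shared by both, the counts of 641, 614, 710, 1830, 2045, 133 and 276 probes were 242, 302, 112, 831, 1116, 22 and 101 at an adjusted p under 0.01, where the share of reporter-tested targets of 10.2% became 0 and 2 list calls were left of 10. With all other pull-downs as comparator, 417 probes were higher with miR-17-5p and 93 in both. Among the brighter probes, miR-182-iso had 1098, the reporter share was 11.9%, the list calls were 6 and the difference between the correlation of replicates and of unrelated libraries was 0.103, against 0.0552. Without the miR-182-iso libraries the counts were 378 for miR-23b, 845 for miR-27a and 87 for canonical against isomiR, and the reporter share was 2.04%; on the 6 libraries of miR-17-5p and its isomiR alone limma called 0, with 1215 at an unadjusted p under 0.05 and a lowest adjusted p of 0.116. The replicate number as a block gave counts of 613, 578, 753, 1882, 2126, 120 and 255, a reporter share of 8.47% and 9 list calls, but replicate numbers do not pair all 13 libraries: of 23 same-numbered pairs of different pull-downs 13 had a correlation of deviations over 0.1 and 8, all with miR-17-5p, under -0.1, while among the other 4 pull-downs 12 of 13 lay over 0.1 and joint handling stays open. One-sided tests (680, 689, 860, 1833, 2073, 122 and 302) and quantile normalization (641, 615, 678, 1900, 1956, 136 and 268) kept each count within 1.5 times. Leaving out 1 library at a time gave 292 to 871, 312 to 704, 32 to 816, 1117 to 1980, 673 to 2172, 18 to 312 and 168 to 380, a reporter share of 3.39 to 15.3% whose odds ratio was under 1 without 9 of the 13 libraries and whose one-sided p was never under 0.05, 4 to 14 list calls and a difference between correlations of 0.0456 to 0.0622; where 1 library remained in a pull-down, it was assumed to vary like the other groups. Of 297 values of named genes, 250 passed, and none of these changed direction under any alternative; 11 calls ended with the block, 16 of 228 with all other pull-downs as comparator, 6 with quantile normalization, 11 of 226 among the brighter probes, 50 of 191 without the miR-182-iso libraries and 12 to 66 with 1 library left out. Many of the 250 were picked for large differences or for full separation of the libraries, so their direction could hardly turn. Genes that had not passed changed sign: PPP2R2B to 0.044 with the block, 0.0058 with all other pull-downs and 0.018 after quantile normalization; PPARG with miR-27a to 0.0016 with the block, 0.10 with all other pull-downs and 0.035 without the miR-182-iso libraries; TGFBR2 with miR-27a to -0.023, -0.091 and -0.027 in the same settings; TBPL1 to -0.28 and COQ10B to -0.049 without the miR-182-iso libraries; and HMBOX1 to -0.064 with all other pull-downs. With 1 library left out, values ran with miR-17-5p from -0.16 to 0.12 for APH1A, -0.092 to 0.086 for PPP2R2B, -0.20 to 0.041 for HIF1A, -0.070 to 0.28 for TBPL1, -0.28 to 0.019 for ZNF786 and -0.12 to 0.34 for TSPAN4, with miR-27a from -0.13 to 0.15 for PPARG and -0.085 to 0.096 for TGFBR2, with the isomiR from -0.37 to 0.21 for APH1A and -0.024 to 0.15 for TSPAN4, and between canonical and isomiR from -0.26 to 0.32 for APH1A, -0.24 to 0.18 for RPIA, -0.20 to 0.26 for TSPAN4, -0.11 to 0.19 for FOXA1 and -0.11 to 0.30 for RPP21. Not run were the background correction, neqc normalization and detection filters, which need the unused signals, the array as a block, which the labels do not name, and the site searches with their mismatch, region and covariate settings, which need transcript sequences. Signal over background limits dim probes: their differences are compressed, so a small difference there can hide a larger one.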

Differences from the paper's values

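The table holds 1 probe fewer than the paper's methods state, and the inserts, read from the forward oligonucleotides of Table S6 after their first 4 bases, are 2 nt longer than the methods describe. The other points set counts beside statements of the paper, and in each the comparator is the unrelated pull-downs, not mock-transfected controls, so a gene that does not pass here can still be enriched over such controls. The paper states that the genes with unannotated exons, and the 2 probes named in the legend of Fig. 3, were enriched with miR-17-5p: 3 of 9 measured genes were higher here, EEF1E1 counted by the probe ILMN_1725105 that the legend gives for it, and the HMBOX1 probe (0.29) and ILMN_1725105 (0.49) did not pass, although ILMN_1725105 passed without miR-182-iso replicate 1 (0.73, adjusted p = 0.0257). The paper describes reporter-tested targets as overrepresented in their own pull-downs: 6 of 59, or 10.2%, were higher here against 11.6% of other genes (odds ratio 1.05), and no alternative gave a one-sided p under 0.05. Of the targets that the paper's Table S2 calls enriched, 1 of 7 was higher for miR-17-5p, 0 of 10 for miR-23b, 2 of 5 for miR-27a and 2 of 5 for miR-182, read with its isomiR. The rules differ too: the paper counts a gene with any enriched probe in one-sided tests, while here only the brightest probe was read, in two-sided tests. For HIF1A and VHL with miR-17-5p, and PPARG and FBXW7 with miR-27a, the paper marks that another probe was not enriched. By limma 5 of the 21 measured miR-23b targets had an unadjusted p under 0.05, of which 3 had a positive and 2 a negative difference. The median log2 difference of the targets called enriched lay above that of the targets called not enriched in 3 of the 4 pull-downs, with 0.23 against 0.0037 for miR-17-5p, 0.18 against -0.070 for miR-23b (7 of 10 against 2 of 9 positive) and -0.030 against -0.32 for miR-27a, and below it for miR-182-iso, with -0.38 against -0.044. The paper made its calls for miR-17-5p, miR-23b and miR-27a on these samples, so the order there is partly built in and not independent evidence. Its miR-182 calls come from the canonical duplex, which is not among these libraries. Of the miR-23b targets, PAK2 passed with all other pull-downs as comparator (0.97, adjusted p = 0.0364), without miR-17-5p replicate 1 (0.85, adjusted p = 0.0239) or 2 (0.94, adjusted p = 0.0243), without miR-182-iso replicate 1 (0.99, adjusted p = 0.0497) and, in a setting chosen after seeing the values, among the brighter probes (adjusted p = 0.0268), YES1 without miR-17-5p replicate 2 (0.56, adjusted p = 0.0193), and of the miR-17-5p targets STAT3 without miR-17-5p replicate 2 (0.95, adjusted p = 0.0113). The paper drew its genes with centered sites from the enriched ones: 5 of the 11 measured were higher here, with MAP2K3 (1.66) and PRKAG1 (1.42) among them and the other 6 not passing, and of the genes tested for seed sites 5 of the 7 measured were.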

Other observations

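No test in this part was chosen after its result had been seen. Of 22 measured genes of the miRNA silencing machinery (27 listed), 4 were higher and 6 lower with miR-27a (4 and 6 adjusted over the list alone) and 4 higher and 5 lower with miR-182-iso (4 and 7 adjusted over the list alone). Over all 8378 genes, 1433 were higher and 1412 lower with miR-27a. With miR-182-iso 1415 were higher and 1449 lower, so in these 2 pull-downs calls both ways are common in any list. PRKRA, a partner of Dicer, was at 1.36 with miR-27a and at -1.61 with miR-182-iso, and CNOT7 at 1.15 and -1.31; CNOT8, of the same deadenylase complex, was at -1.12 and its partner CNOT3 at 1.01 with miR-182-iso. With miR-17-5p-iso 2 were higher and the other 20 did not pass (2 adjusted over the list alone), TNRC6A, which links Argonaute to the deadenylases, at 1.82 and the export receptor XPO5 at 0.45; with miR-23b 1 was higher and 1 lower, over all probes and adjusted over the list alone, and with miR-17-5p 1 was lower (0 adjusted over the list alone). Of 13 measured genes of heat shock and ER stress (16 listed), 4 were higher and 1 lower with miR-182-iso and 2 higher and 3 lower with miR-27a, over all probes and adjusted over the list alone, including the ER chaperone cofactor DNAJB9 at 0.91 and the amino acid response gene ASNS at -0.60 with miR-27a; 2 were lower with miR-17-5p (2 lower and 2 higher adjusted over the list alone) and 1 was lower with miR-17-5p-iso and with miR-23b (1 adjusted over the list alone).

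Of 8 measured genes of biotin enzymes and transport (10 listed), 2 were higher with miR-182-iso (3 adjusted over the list alone), 1 higher with miR-17-5p (1 adjusted over the list alone) and 1 lower with miR-27a (0 adjusted over the list alone). Of 8 measured replication-dependent histones (26 listed), 4 were higher with miR-182-iso, including H2BC5 at 0.54, and 1 was higher and 2 lower with miR-27a, over all probes and adjusted over the list alone. Of 4 measured interferon-stimulated genes (22 listed), 1 was higher with miR-17-5p and 1 with miR-27a (1 higher and 1 lower adjusted over the list alone). Of 2 measured nuclear and snoRNA host RNAs (13 listed), 1 was lower with miR-17-5p (1 adjusted over the list alone). COL1A1, the only measured marker of other cell types (13 listed), did not pass in limma in any comparison, over all probes or at an unadjusted p under 0.05. Lists with so few measured members say little about the groups they stand for. With miR-27a, 4 of the 23 genes of G1/S control were higher and 2 lower (3 and 2 adjusted over the list alone), including the cell cycle inhibitors CDKN1B at 0.82, whose other probe at 0.28 did not pass, and CDKN1A at -0.81. With miR-27a 2 of the 18 apoptosis genes were higher and 2 lower, over all probes and adjusted over the list alone, and with miR-23b 3 were higher (4 higher and 1 lower adjusted over the list alone). Of the 15 genes of PI3K/AKT signaling, 4 were higher and 3 lower with miR-182-iso (4 and 5 adjusted over the list alone) and 2 higher and 3 lower with miR-27a (2 and 3 adjusted over the list alone). In the direct contrast of miR-17-5p and its isomiR, PI3K/AKT signaling had a camera adjusted p of 0.0904, which was 0.00648 without miR-17-5p replicate 3 and 0.0185 without miR-17-5p-iso replicate 2, and oxidative phosphorylation an adjusted p of 0.0904, which was 0.00116 without miR-17-5p-iso replicate 2. Over all libraries these lists had an adjusted p = 0.661 and an adjusted p = 0.715 with an estimated correlation.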
